# Starvation causes changes in the intestinal transcriptome and microbiome that are reversed upon refeeding

**DOI:** 10.1186/s12864-022-08447-2

**Published:** 2022-03-22

**Authors:** Jayanth Jawahar, Alexander W. McCumber, Colin R. Lickwar, Caroline R. Amoroso, Sol Gomez de la Torre Canny, Sandi Wong, Margaret Morash, James H. Thierer, Steven A. Farber, Brendan J. M. Bohannan, Karen Guillemin, John F. Rawls

## Abstract

**Background:**

The ability of animals and their microbiomes to adapt to starvation and then restore homeostasis after refeeding is fundamental to their continued survival and symbiosis. The intestine is the primary site of nutrient absorption and microbiome interaction, however our understanding of intestinal adaptations to starvation and refeeding remains limited. Here we used RNA sequencing and 16S rRNA gene sequencing to uncover changes in the intestinal transcriptome and microbiome of zebrafish subjected to long-term starvation and refeeding compared to continuously fed controls.

**Results:**

Starvation over 21 days led to increased diversity and altered composition in the intestinal microbiome compared to fed controls, including relative increases in *Vibrio* and reductions in *Plesiomonas* bacteria. Starvation also led to significant alterations in host gene expression in the intestine, with distinct pathways affected at early and late stages of starvation. This included increases in the expression of ribosome biogenesis genes early in starvation, followed by decreased expression of genes involved in antiviral immunity and lipid transport at later stages. These effects of starvation on the host transcriptome and microbiome were almost completely restored within 3 days after refeeding. Comparison with published datasets identified host genes responsive to starvation as well as high-fat feeding or microbiome colonization, and predicted host transcription factors that may be involved in starvation response.

**Conclusions:**

Long-term starvation induces progressive changes in microbiome composition and host gene expression in the zebrafish intestine, and these changes are rapidly reversed after refeeding. Our identification of bacterial taxa, host genes and host pathways involved in this response provides a framework for future investigation of the physiological and ecological mechanisms underlying intestinal adaptations to food restriction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08447-2.

## Introduction

Starvation is a state of severe caloric restriction regularly experienced by many animal species and a significant portion of the human population. In humans, starvation can be the result of environmental or socioeconomic conditions including war, famine, and poverty [1]. It can also occur alongside pathologies such as anorexia nervosa and cancer [2]. In animals, periods of absolute or relative starvation can result from seasonal changes such as drought and severe cold, or from behaviors such as nesting, lactation, migration, and hibernation [3]. This wide range of circumstances leading to starvation across the animal kingdom evokes a range of progressive physiologic adaptations to starvation across different species. Indeed, previous studies have reported similarity and divergence in starvation physiology across animal taxa such as humans, rodents, polar bears, penguins, reptiles, amphibians, fish, and insects [4]. However, previous studies have largely focused on tissue histopathologies associated with starvation, whereas effects on the underlying physiological processes remain incompletely understood.

Across many animal species, starvation leads to a progressive decrease in metabolic rate [5]. Increased blood glycerol, which serves as a gluconeogenic precursor, is also common in starved animals, as are fluctuations in free fatty acids [3, 4]. The overall depletion in energy stores leads to weight loss, which is generally greater in endotherms when compared to ectotherms [6]. Starvation is also associated with a gradual reduction in mass in important organs such as the liver, skeletal muscle, and intestine [4, 7]. These effects necessitate a recovery from starvation to restore optimal function to these organs. Inherently linked to starvation, the return to homeostasis following starvation is facilitated by a refeeding response that gradually reverses starvation-induced adaptations and restores energy balance. Physiological responses to starvation and subsequent refeeding are dynamic and complex, involving coordination between major organ systems via nutritional and hormonal signals. The ultimate outcome of these starvation responses is often the preservation of lean body mass while favoring the depletion of energy stores such as glycogen and fat [8, 9]. However, despite these effects, starvation often results in lasting defects on bone density, pancreatic function, and mental development long after refeeding [10–12]. Thus, improved understanding of these dynamic physiological processes could lead to new approaches to reduce morbidities and mortalities associated with starvation in humans and other animals [13].

Previous studies on the effects of refeeding after starvation have largely focused on tissues such as liver, skeletal muscle, brain, and pancreatic islets [14–18]. We have a relatively poor understanding of the transcriptional starvation and refeeding responses in the intestine. The intestine is the major site of dietary nutrient sensing and absorption, and harbors complex communities of microorganisms (microbiome). Previous studies in humans and rodent models have shown that intestinal microbiome composition changes in response to starvation and diet composition with distinct contributions to the nutritional physiology of their hosts [19–26]. These findings informed more recent studies that have investigated microbiome-targeted therapeutics for alleviating starvation and its associated developmental defects [27–29]. However, gut microbial responses to starvation have been largely limited to mammals, and our understanding of intestinal physiological responses to starvation and feeding in any animal remains quite limited.

Animal models provide opportunities to study the processes that underlie starvation and refeeding responses in vertebrates, resulting in a general understanding that may be translated to humans [30]. Poikilothermic vertebrates such as cyprinid fishes are particularly interesting due to their capacity to endure prolonged starvation periods. In response to prolonged starvation, cyprinids such as carp exhibit a reduction in intestinal thickness and weight, altered enterocyte morphology, and a decrease in body weight and liver size, similar to the starvation response in mice [17, 31–35]. Zebrafish (*Danio rerio*) survive up to 4 weeks of starvation as adults, and a suite of genomic and genetic resources facilitate the investigation of their physiology [36]. Using in vivo imaging to monitor white adipose tissues as a measure of energy storage, we previously showed that prolonged starvation in adult zebrafish leads to progressive mobilization of fat stored in white adipose tissues, which is replenished in response to refeeding [37–39]. Because adipose tissues develop progressively during juvenile and adult stages, the duration of starvation required to completely mobilize adipose lipid increases with animal age (e.g., from 1 week in juveniles up to 3 weeks in adults) [37–39]. However, the impact of prolonged starvation and refeeding on the zebrafish intestine has not been explored.

The zebrafish intestine displays extensive cellular and physiological homology to that of mammals, and harbors a microbiome that varies in composition as a function of age and diet composition [40–45]. The presence and composition of the intestinal microbiome in zebrafish impacts the host by regulating dietary nutrient absorption, epithelial renewal, and inflammation [41, 43, 46–50]. By comparing patterns of gene expression and accessible chromatin in intestinal epithelial cells from zebrafish, mouse, and human, we recently discovered a conserved transcriptional regulatory network conserved across 420 million years of vertebrate evolution [51]. Building upon this recent work, here we define the impact of prolonged starvation and refeeding on gene expression in the adult zebrafish intestine, and use these results to predict the physiological processes and transcription regulatory pathways that underlie the response to starvation and refeeding. We also show how the taxonomic composition of the adult zebrafish intestinal microbiome is altered during the same prolonged starvation and refeeding regimen.

## Results

### Starvation is accompanied by significant changes in gut microbiome composition that are reversed during refeeding

To determine the influence of starvation on zebrafish microbiome composition and intestinal gene expression, zebrafish were reared under conventional conditions using a standard diet to early adulthood (60 days post fertilization or dpf). Animals were then moved into clean tanks and randomly assigned into one of two treatment groups: one group was starved for 21 days followed by 21 days refeeding, and a reference control group was consistently fed across the same 42-day time course (Fig. 1A). This 21 day starvation regimen was selected because it is sufficient in adult zebrafish to completely deplete stored lipid from adipose tissues and reduce body weight and liver size, whereas subsequent refeeding largely restores total adipose tissue lipid, body weight, and liver size within 14 days [37, 38, 52, 53]. We performed 16S rRNA gene sequencing on whole intestinal samples from zebrafish at 0, 1, 3, 7, and 21 days post-starvation (dpS), then at 1, 3, 7, and 21 days post-refeeding (dpR) with a standard diet (Fig. 1A). Age matched siblings fed the same standard diet on a daily basis served as reference controls and were sampled at the same time points.

**Fig. 1:**
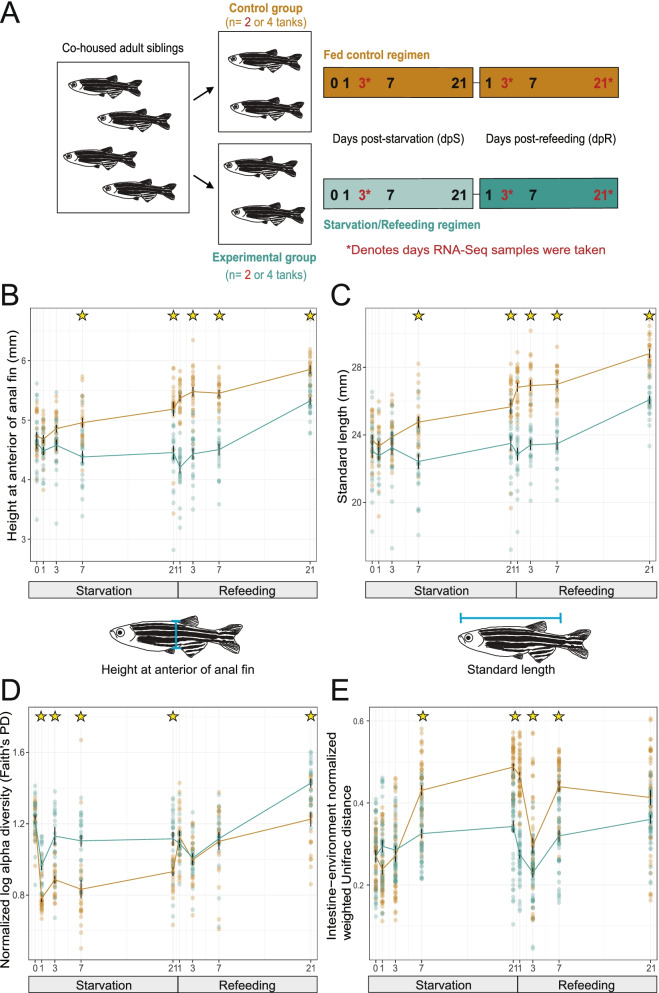
Starvation and refeeding affect zebrafish somatic growth as well as intestinal and environmental microbiome diversity. **A** Study design schematic. Cohoused adult siblings were divided into either control (fed) or experimental (starved) tanks. Samples were then taken from each tank on days 0, 1, 3, 7 and 21 post-starvation (dpS) as well as 1, 3, 7, and 21 days post-refeeding (dpR) for 16S rRNA gene sequencing. RNA-seq samples were taken at 3 dpS, 21 dpS, and 3 dpR. **B** Fed and starved zebrafish height at anterior of anal fin (HAA) in mm at corresponding timepoints. **C** Standard length in mm of starved and fed zebrafish. **D** Faith’s PD alpha diversity for fed and control zebrafish. Values are log transformed and normalized by the scores at day 0. **E** Weighted UniFrac distance between the gut and associated environment sample. Stars in panels B-E denote significant difference (*p* < 0.05 by Tukey’s HSD test)

During these early adult stages, zebrafish fed normally continued to display somatic growth as expected. Measurements of animal size as standard length (SL) and height at anterior anal fin (HAA) revealed that somatic growth in starved fish was largely arrested compared to control fish (Fig. 1B-C). Starved fish were significantly smaller than fed fish by 7 days post-starvation and this trend continued beyond the end of the starvation period. Starved animals resumed growth after refeeding, though they remained significantly smaller than fed fish throughout the duration of the experiment (*p* < 0.05, two-way ANOVA with Bonferroni correction) (Fig. 1B-C). We observed no mortality in any of these conditions consistent with previous studies [38, 53]. Starvation therefore caused a general arrest in somatic growth which was restored upon refeeding.

Analysis of 16S rRNA gene sequencing data from intestinal samples revealed the impacts of prolonged starvation and refeeding on intestinal microbiome composition. Overall the intestinal microbiomes of starved zebrafish maintained a higher Faith’s PD diversity compared to fed controls. Both conditions displayed an initial loss of diversity by 1dpS, perhaps due to stress caused by tank transfer at 0dpS when the experiment began. However starved communities maintained significant higher diversity from 1dpS through the end of starvation at 21dpS and again at 21dpR (*p* < 0.05, ANOVA and Tukey HSD) (Fig. 1D). Beta diversity analysis of community composition using weighted UniFrac distances showed that starved and fed communities began to differ by 1 dpS, with the centroid distances being greatest at 3dpS and 21 dpS (Fig. 2A). During refeeding, the starved fish samples quickly returned to a composition more similar to fed controls (Fig. 2A). PERMANOVA further confirmed that starvation, experimental time point, and the interaction are significant factors (*p* < 0.05, *R*^2^ = 0.017, 0.17 and 0.07, respectively) affecting gut microbiome composition. Thus, prolonged starvation induced detectable shifts in overall composition of gut bacterial communities that were reversed quickly after refeeding.

**Fig. 2:**
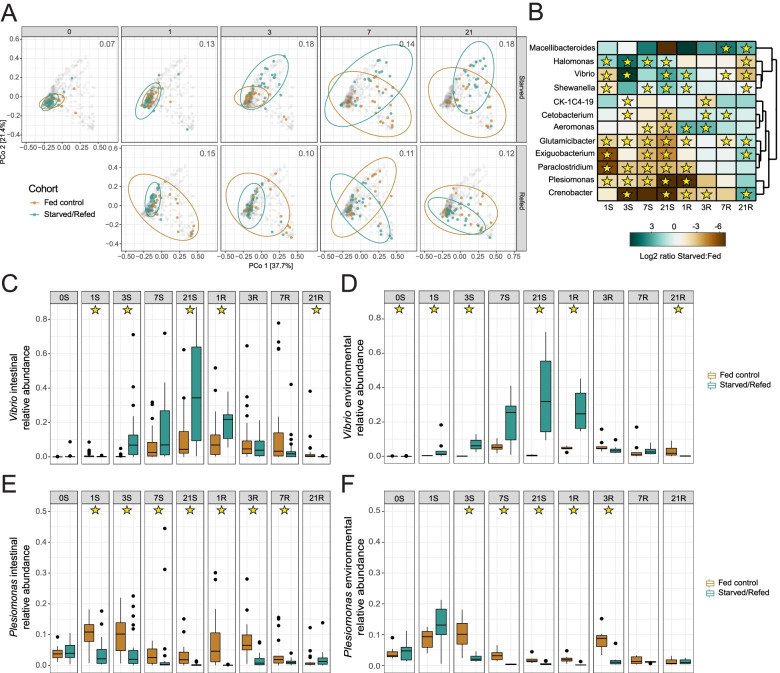
Starvation and refeeding dynamically alters composition of the adult zebrafish intestinal microbiome. **A** Principal coordinates analysis of weighted UniFrac diversity for fed and starved zebrafish. The distance between centroids of the two cohorts at the corresponding timepoint is shown in the top right of each plot. The gray dots represent every sample in the study, while the samples from a given timepoint are labeled in their respective panel according to their cohort (green: starved/refed, gold: fed controls). **B** Heatmap of log2 ratio of the relative abundance of bacterial genera between starved and fed controls. Stars denote day identified as significant by LEfSe. **C** Relative abundance of *Vibrio* in starved and control zebrafish intestines by day. **D** Relative abundance of *Vibrio* in starved and control environmental tank water samples by day. **E** Relative abundance of *Plesiomonas* in starved and control zebrafish intestines by day. **F** Relative abundance of *Plesiomonas* in starved and control environmental tank water samples by day. Stars in panels C-F denote significance (*p* < 0.05) by pairwise Wilcoxon test with BH correction

### Starvation increases similarity between zebrafish gut microbiomes and their surrounding water environment

The microbiome residing in the zebrafish intestine exists in continuity with that of the surrounding water environment, however these communities typically display distinct compositions [42–44]. The ecological processes contributing to these differences remain unclear, but could include non-neutral processes such as host selection [54, 55] or the magnitude of dispersal between the intestine and the surrounding environment [56]. To test if starvation and refeeding alter the relationship between the gut and environmental microbiomes, we compared weighted UniFrac distance between matched gut and environmental samples in starved/refed and control fish normalized by the day 0 values. The distance between gut and environmental samples increased between 0 dpS and 21 dpS (Fig. 1E), perhaps reflecting restoration of homeostasis after the stress of transfer into new tanks that occurred at 0 dpS. However, from 7 dpS to 7 dpR the distance between gut and environmental samples was greater for starved than fed controls. This suggests that the fed controls had an intestinal microbiome composition more similar to the environment compared to starved fish during those stages. At 21 dpR these distances were not statistically different between treatment groups. These results indicate that starvation increases similarity between gut and environmental communities but refeeding restores differences between these communities to levels achieved under constant feeding conditions.

### *Vibrio* bacteria are significantly enriched in the intestine during starvation

We next sought to identify the specific bacterial taxa that were significantly affected by starvation and refeeding using LEfSe [57]. LEfSe identified 120 genus-level taxa that reached a logarithmic LDA score of 2.0 (Table S1). This set of affected taxa included 12 abundant genera (median relative abundance > 0.1% across all samples; shown in Fig. 2B) including starvation-induced depletion of *Plesiomonas* and enrichment of *Vibrio*. Strikingly, *Vibrio* reached a maximum relative abundance of 87% (median 34%) in the intestines of starved zebrafish at 21dpS, which was markedly higher than that of fed controls (maximum 62%, median 4%) at the same time point (Fig. 2C). In contrast, starvation led to reduced relative abundance of *Plesiomonas* in the intestine by 1dpS continuing through 7dpR (Fig. 2E). These effects of starvation on *Vibrio* and *Plesiomonas* sp. in the starved guts were reflected in the environmental samples of the starved fish (Fig. 2D-F). Importantly, none of the phyla or orders that were significantly depleted or enriched were significantly correlated with SL after Bonferroni correction (see Table S2). This suggests that their depletion and enrichment are due to the dietary treatment, and not simply the growth arrest observed in starved animals (Fig. 1C-D). These results establish that prolonged starvation leads to significant alterations in intestinal microbiome composition including marked enrichment of *Vibrio* genus members, and that these alterations in microbiome composition are largely normalized within 1–3 days of refeeding [41, 42, 48].

### Starvation and refeeding leads to distinct changes in intestinal gene expression that vary with the duration of starvation

Previous work in vertebrates has shown that starvation can significantly affect host gene expression in multiple organs [4, 7, 17, 33, 52]. Our analysis of intestinal microbiomes during starvation and refeeding suggested distinct stages - early starvation when microbiome effects are initially observed (i.e., 3 dpS), late starvation when microbiome alterations are greatest (i.e., 21 dpS), and early refeeding when microbiome composition is largely normalized (i.e., 3 dpR). We therefore dissected whole intestinal tracts from 3dpS, 21dpS, and 3dpR adult zebrafish and their fed age-matched controls for RNA-seq analysis (3–4 biological replicate samples/condition; Fig. 1A). 

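The 23 libraries, each from 1 fish, comprised 3 fed controls and 4 starved fish at 3dpS, 4 fed controls and 4 starved fish at 21dpS, and 4 fed controls and 4 refed fish at 3dpR. The sample names place the fed controls in 2 tanks and the starved fish in 2 other tanks, so food was given or withheld per tank and not per fish. The tests take each fish as a replicate, so their p-values do not cover differences between tanks. The labels give an age of 81 dpf for every library, whereas the paper begins starvation at 60 dpf, and libraries were therefore grouped by their time point. For each library the authors deposited the number of single-end reads counted by HTSeq on each Ensembl gene identifier after alignment to GRCz10 by STAR, without normalization. Symbols were found for 27063 of these identifiers, and 46 of the 49 genes searched for by the paper's symbols were matched. The paper's text does not name the strand option of the counting or the annotation release, and MT-ND6 had a mean of 16493 reads per library, more than each of the 12 other mitochondrial protein genes (3914.7 for MT-CO1, the next). Reads may thus have been counted on the opposite strand, and a CPM value need not measure the named gene alone. Between 500205 and 1236436 reads per library were counted on genes (median 596487), and 10472 to 13303 genes had at least 1 read. The 10 most abundant genes held 24.7% to 44.0% of the reads of a library. At these totals of counted reads, 3 reads, taken as the smallest detectable count, correspond to 2.43 to 6.00 CPM, a limit that covers counting error only. Counts were normalized with edgeR's TMM factors and tested for each gene with edgeR's quasi-likelihood test, which was two-sided. The p-values were adjusted by the Benjamini-Hochberg method over the genes that edgeR's filterByExpr kept, and a gene was called when its adjusted p-value was under 0.05. CPM values given as a mean ± SD were TMM-normalized, and n is 4 fish except for the 3dpS fed controls, where it is 3. The genes named are those the paper names and, for each comparison of starved or refed fish with fed controls, the 5 called genes with the smallest p-values whose groups did not overlap.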

Principal components analysis (PCA) of these data revealed similarities between biological replicates (Fig. 3A). 

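PCA of the 23 libraries was run on log2 CPM of the 500 most variable genes. PC1 held 20.3% of the variance, PC2 17.9%, PC3 10.1% and PC4 7.30%. Differences between the 6 groups of fish accounted for 73.6% of the variance of the PC1 scores, 55.4% of PC2, 32.1% of PC3 and 54.6% of PC4. Within groups, the Spearman correlation across genes of the counts of 2 libraries lay between 0.765 and 0.813 for the 33 pairs, where genes are not independent replicates. The counts of these pairs varied more than read sampling alone gives, with a chi-square per degree of freedom of 6.72 to 61.7. Both pairs with library Fed1Gut1 of the 3dpS fed controls lay highest, at 61.7 and 57.2, and the next pair was at 23.7. Exocrine pancreas genes summed to 6513 CPM in Fed1Gut1, against 758.5 and 1043 in the other 3dpS fed controls. Whether the amount of pancreas is behind its distance was not tested.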

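The share of variance lying between starved or refed fish and their fed controls was computed on the 500 most variable genes (PERMANOVA on log2 CPM). At 3dpS this share was 27.2%, and an exact permutation test over the 35 splits of the 7 libraries gave p = 0.0286, the smallest it can give. At 21dpS it was 36.4% (exact permutation test over 35 splits of 8 libraries, p = 0.0286, also the smallest possible). At 3dpR it was 17.0%, which 7 of the 35 splits reached (exact permutation test, p = 0.2). At 3dpS the omission of library Fed1Gut1 moved the share most, to 37.4%, above the 36.4% found at 21dpS with all libraries. Without Fed2Gut3 it was 23.6%, which 3 of 15 splits reached, and without Sta2Gut3 26.65%, which 3 of 10 reached. Splits this few cannot give a p-value under 0.05. At 21dpS the omission of library Fed2Gut1 moved the share most, to 42.8%, and the use of all 3203 tested genes gave 31.3%. The smaller number of fed controls at 3dpS makes the shares at 3dpS and 21dpS only roughly comparable, and the difference between them was not tested.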

Similar to the observed effects on the intestinal microbiome, PCA indicated the impact of starvation on intestinal gene expression was greater at 21dpS than 3dpS or 3dpR. We then used DEseq2 analysis to identify genes differentially expressed in starved/refed fish compared to their fed controls at each timepoint (Table S3A). In accord with our PCA analysis, the number of significant differentially expressed genes increased from 87 genes at 3dpS to 182 genes at 21dpS, and was reduced to 11 genes by 3dpR (Fig. 3B). This further supports that starvation has a progressive impact on the intestinal transcriptome through 3dpS and 21dpS which is largely normalized by 3dpR.

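At 3dpS, 21 of the 3953 genes tested were called, 10 of them higher and 11 lower in starved fish. At 21dpS, 90 of 3203 genes were called, 37 higher and 53 lower, and at 3dpR 1 of 2862 genes was called, with lower expression in refed fish. Without adjustment, 591, 670 and 215 genes had a p-value under 0.05 at 3dpS, 21dpS and 3dpR. The fed and starved libraries did not overlap for 564 genes at 3dpS, where chance gives 5.71% of genes, and for 408 genes at 21dpS and 126 at 3dpR, where chance gives 2.86%. The groups of all 21 called genes were apart at 3dpS, and those of 88 of the 90 at 21dpS. Among the alternatives with no library left out, testing without a filter on low counts moved the 3dpS and 3dpR counts most, to 172 and 21 genes. At 21dpS the largest change among them was also to that setting's 227 genes. With 1 library left out, the counts ranged from 1 to 116 at 3dpS, 35 to 137 at 21dpS and 0 to 6 at 3dpR. DESeq2 called 106, 208 and 12 genes, and these included 20, 90 and 1 of the genes called by edgeR. Of the 46 genes matched to the paper's symbols, 41, 39 and 39 were tested at 3dpS, 21dpS and 3dpR. Adjusted over all genes 8, 21 and 1 of these were called, and adjusted over that list alone 20, 34 and 9 were, although the list consists of genes the paper selected from these data and so shows no stability. At 3dpS the smallest p-value belonged to *sycp2l* (ENSDARG00000079190), whose expression fell from 195 ± 49.4 CPM in fed controls to 15.7 ± 6.31 CPM (SD, n = 3 and 4), a log2 fold change of −3.67 (standard error 0.35, adjusted p = 0.000528, edgeR). It lies beside *elovl2*. Within groups of 19 libraries its counts followed its own value in Table S3A (Pearson r = 0.861, permutation p = 0.00022, rho = 0.828, permutation p = 0.00111) more closely than that of *elovl2* (r = 0.579, permutation p = 0.0377, rho = 0.486, permutation p = 0.0844). The mean value in Table S3A, however, was 0.771 for *sycp2l* and 125.5 for *elovl2*, whereas their mean counts were 40.9 and 30.4. Reads of *elovl2* are therefore not excluded. Ordered by p-value, *sycp2l* was followed by *nsa2*, *eef1da*, *ifit8* and *rsl24d1*. Of these *eef1da*, which is in the ribosome list of Fig. S1E and is not named in the paper's text, had a log2 fold change of 2.17 (standard error 0.32, adjusted p = 0.0208, edgeR). With each library at 3dpS left out in turn, *sycp2l* was called in 7 of 7 fits and *eef1da* in 4 of 7. At 21dpS the smallest p-value belonged to *si:ch211-106h4.4* (ENSDARG00000093629), with 308 ± 97.5 CPM in fed controls and 27.4 ± 11.5 CPM in starved fish (SD, n = 4 and 4), a log2 fold change of −3.48 (standard error 0.37, adjusted p = 0.000492, edgeR). The next were ENSDARG00000080401 with 3.09 (standard error 0.38, adjusted p = 0.00121, edgeR), ENSDARG00000100792 with −2.99 (standard error 0.37, adjusted p = 0.00121, edgeR), *tmprss15*, and *sycp2l* with −4.46 (standard error 0.58, adjusted p = 0.00253, edgeR). From the rise and later fall in the number of differentially expressed genes, together with the PCA, the paper reasons that starvation changes the intestinal transcriptome progressively and that refeeding largely restores it.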

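Whether the effect of starvation differed between time points was tested with an interaction term in edgeR. No gene's effect differed between 21dpS and 3dpS at an adjusted p-value under 0.05 among 4628 genes (400 genes without adjustment, smallest adjusted p = 0.183, edgeR). Between 3dpR and 21dpS the effect differed for 2 genes (460 without adjustment). These were *sat1a.1*, with a difference of 1.87 on the log2 scale (standard error 0.32, adjusted p = 0.0169, edgeR), and *sycp2l*, with 4.13 (standard error 0.75, adjusted p = 0.0281, edgeR). For *sat1a.1* the log2 fold change was −1.79 (standard error 0.27, adjusted p = 0.00380, edgeR) at 21dpS and 0.08 at 3dpR. Of the 90 genes called at 21dpS, 80 were tested at 3dpR, and 60 of them changed in the same direction there. The median absolute log2 fold change of the genes called at 21dpS was 1.63 at 21dpS, 0.68 at 3dpS and 0.32 at 3dpR, where only the 21dpS value is affected by the selection of these genes.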

**Fig. 3:**
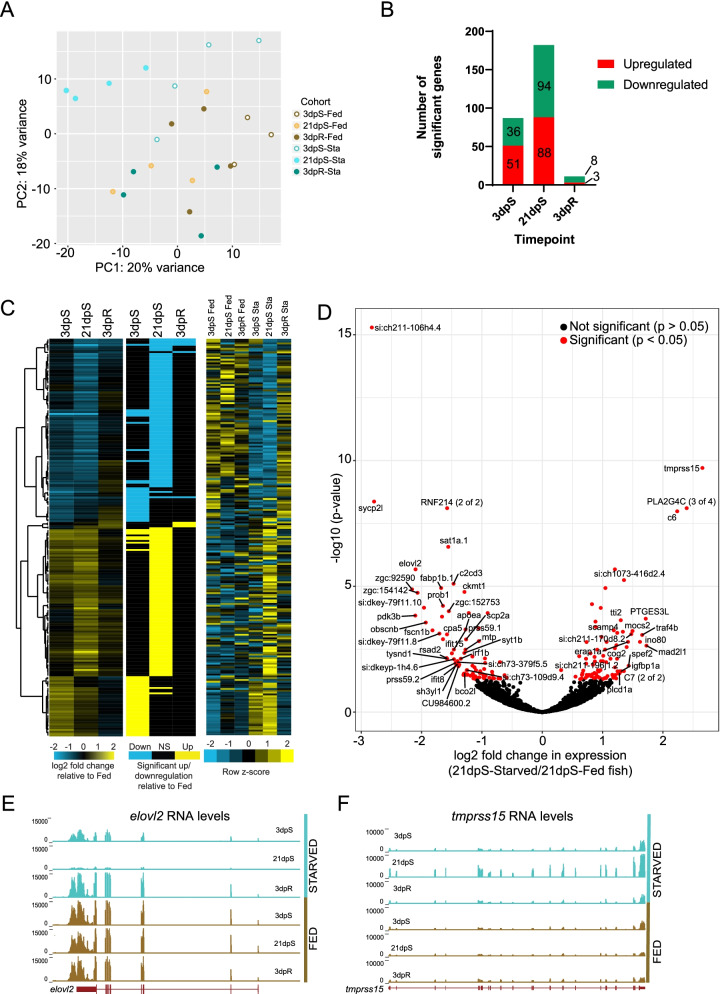
Starved zebrafish differentially regulate intestinal gene expression when compared to fed zebrafish. **A** Principal Components Analysis (PCA) of RNA-Seq libraries in starved/refed and fed control zebrafish intestines at 3dpS, 21dpS, and 3dpR. **B** Quantification of the number of significantly upregulated and downregulated genes in starved/refed zebrafish intestines at each timepoint. Note that these numbers in panel B include genes that were also significantly differential in our fed control comparisons. **C** Hierarchical clustering of log2 fold changes in gene expression in starved zebrafish intestines, along with flattened values that show significant changes in gene expression, and z-scores based on normalized counts of each gene. **D** Log2 fold changes in gene expression in starved zebrafish intestines at 21dpS when compared to 21dpS fed fish plotted according to their -log_10_ adjusted *p*-values. Note that data plotted in panels C and D do not include genes that were significantly differential within fed fish (see Table S3B and Fig. S2). **E** UCSC tracks of representative replicates show that *elovl2* mRNA, encoding a fatty acid elongase, is downregulated in starved zebrafish intestines and returns to levels comparable to the fed group upon re-feeding. **F** UCSC tracks of representative replicates show that *tmprss15* mRNA, encoding an enteropeptidase, is upregulated in starved zebrafish intestines and returns to levels comparable to the fed group upon re-feeding

As a control and to estimate the influence of the developmental time covered during the experiment, we compared differential gene expression between the fed timepoints. 

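Between the fed controls of 21dpS and 3dpS, 2 of 3401 genes were called, both higher at 21dpS (470 genes at an unadjusted p-value under 0.05). Named after their values were seen, they were *apoa4b.3*, with a log2 fold change of 2.63 (standard error 0.38, adjusted p = 0.0215, edgeR), and ENSDARG00000098461, with 2.99 (standard error 0.43, adjusted p = 0.0215, edgeR). No gene of 3114 was called between the fed controls of 3dpR and 21dpS (162 without adjustment), and none of 3482 between those of 3dpR and 3dpS (218 without adjustment). Of the 108 genes called in any comparison of starved or refed fish with fed controls, 1 was among the 2 fed-control genes, *apoa4b.3*, which was called at 21dpS. Without the filter on low counts there were 100 fed-control genes and with DESeq2 62, while the wording of the paper's methods, a setting added after the values were seen, gave 763. Fed fish of all time points came from the same 2 tanks. With tank number as a replicate block, 17 genes were called between the fed controls of 21dpS and 3dpS, 8 higher and 9 lower at 21dpS, and 1 gene between those of 3dpR and 21dpS. The residuals of libraries from tanks of the same number were correlated with a mean r of 0.0188 and 0.188 across genes in these 2 comparisons and of −0.081 between 3dpR and 3dpS, although fish of different time points are different animals.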

There were 135 genes found to be significant in these comparisons, but only 30 of these were represented among significant genes in our Starved vs. Fed comparisons (18 at 3dpS, 15 at 21dpS, 2 at 3dpR; listed in Table S3B and shown in Fig. S1B) and they were removed from our subsequent analyses of starvation effects (see Fig. S2 for results with those genes retained in the analysis). 

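Of 3083 genes tested at both 3dpS and 21dpS, 19 were called at 3dpS, 83 at 21dpS and 3 at both, where 0.512 are expected by chance (one-sided Fisher's exact test across genes, which are not independent, odds ratio 6.98, p = 0.0134). Named after their values were seen, the 3 were *DOCK9*, higher in starved fish at both time points, and *sycp2l* and *slc31a1*, lower at both. Of the 83 genes called at 21dpS and tested at 3dpS, 72 had the same direction at 3dpS, and of the 19 called at 3dpS 17 had the same direction at 21dpS.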

Hierarchical clustering of the log_2_ fold changes in transcript abundance revealed distinct groups of genes that were upregulated or downregulated in response to starvation, including striking differences between the response to starvation at 3dpS and 21dpS (Fig. 3C). Though gene expression differences between starved/refed fish and fed controls was largely restored by 3dpR, there was a small set of 9 genes that continued to be differentially expressed even at 3dpR (Fig. 3B; Table S3A). 

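The gene called at 3dpR was *si:ch211-106h4.4*, with 417 ± 141 CPM in fed controls and 118 ± 21.0 CPM in refed fish (SD, n = 4 and 4), a log2 fold change of −1.82 (standard error 0.28, adjusted p = 0.0247, edgeR). It remained after the fed-control genes were removed, and it was also called at 21dpS. In 3 of the 8 fits that each left out 1 library its adjusted p-value stayed under 0.05 (adjusted p = 0.000652 to 0.117, edgeR). *si:ch211-240l19.8* had a log2 fold change of −2.07 (standard error 0.37, adjusted p = 0.0516, edgeR), past the threshold with DESeq2 (adjusted p = 0.00288 with DESeq2 and 0.000578 to 0.788 over the alternatives with no library left out). With tank number as a replicate block 1 gene was also called, while the residuals of libraries from fed and refed tanks of the same number were correlated with a mean r of −0.125 across genes.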

Although this list of persistent genes was too small to permit functional enrichment analysis, it does suggest a potentially small group of intestinal functions that remain altered after restoration of feeding or that respond to both starvation as well as to refeeding. These persistently different genes are discussed below in context.

Among the genes known to be starvation responsive, we first examined transcript levels of *elovl2*, a fatty acid elongase previously shown to be downregulated in zebrafish during starvation [58–60]. Elovl2 has also been implicated in inducing insulin secretion in response to glucose in mice, and fatty acid elongases have been extensively studied in fish as they function in biosynthesis of long-chain polyunsaturated fatty acids, which are commercially important in fish aquaculture [58, 61, 62]. In accord, *elovl2* was significantly downregulated by 3dpS, was one of the most significantly downregulated genes in starved fish at 21dpS, and was also consistently expressed across the control fed fish group (Fig. 3D-E, Fig. S1A). This downregulation suggested a reduction in intestinal fatty acid synthesis during starvation.

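*elovl2* (ENSDARG00000045414) was measured at 101 ± 37.1 CPM in fed controls and 36.6 ± 4.96 CPM in starved fish at 3dpS (SD, n = 3 and 4), and the 2 groups did not overlap. Its log2 fold change was −1.46 (standard error 0.32, adjusted p = 0.0580, edgeR), and an exact permutation test gave p = 0.0571, the smallest possible with 3 fish against 4. Over the alternatives with no library left out the adjusted p-value at 3dpS ranged from 0.00486 to 0.0616 (edgeR and DESeq2), with the lowest value without a filter on low counts, and DESeq2 gave a log2 fold change of −1.47 (adjusted p = 0.0102). With 1 library left out it was called at 3dpS in 1 of 7 fits (adjusted p = 0.0497 to 0.372, edgeR). At 21dpS its expression fell from 72.1 ± 19.5 CPM in fed controls to 9.86 ± 5.58 CPM in starved fish (SD, n = 4 and 4), again without overlap. The log2 fold change was −2.86 (standard error 0.42, adjusted p = 0.00347, edgeR), a 7.28-fold decrease, with p = 0.0286 in an exact permutation test, the smallest possible with 4 fish against 4. Ordered by p-value, *elovl2* was number 18 of the 1958 genes with lower expression in starved fish at 3dpS and number 4 of 1664 at 21dpS. At 3dpR it was measured at 60.8 ± 15.5 CPM in fed controls and 44.0 ± 19.8 CPM in refed fish (SD, n = 4 and 4), a log2 fold change of −0.46 (standard error 0.36, adjusted p = 0.765, edgeR). In the fed controls the log2 fold change was −0.55 (standard error 0.34, adjusted p = 0.495, edgeR) from 3dpS to 21dpS and −0.15 (standard error 0.29, adjusted p = 0.951, edgeR) from 21dpS to 3dpR.

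**Figure D1:**
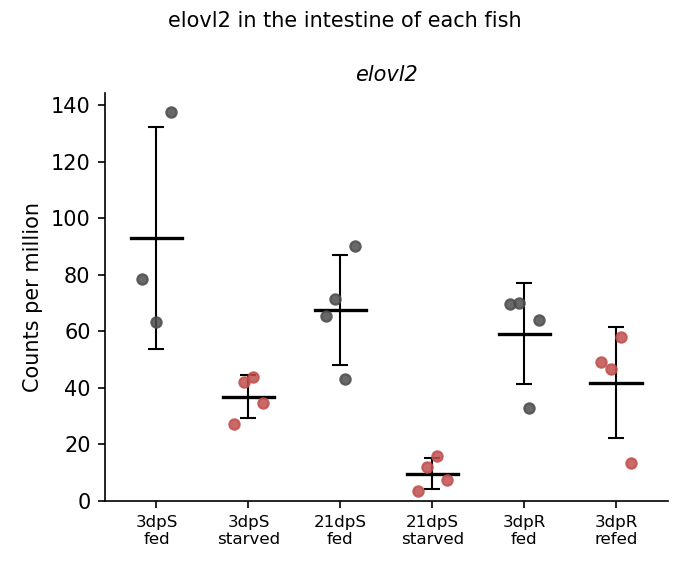
CPM of *elovl2* (of all reads counted on genes, without TMM normalization), in each library (points) with the mean and SD of each group (bars), for fed controls (grey) and starved or refed fish (red). At 21dpS the starved fish lie between 3.26 and 15.7 CPM and the fed controls between 43.0 and 90.2 CPM.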

To understand which biological processes are impacted by starvation, we performed Gene Ontology (GO) term searches of four groups of genes from our dataset; genes significantly upregulated at 3dpS or 21dpS, and genes significantly downregulated at 3dpS or 21dpS (Figs. 3C, S1C-D, and S3). We first identified distinct, non-overlapping functions that were enriched early in starvation (i.e., at 3dpS) and late in starvation (i.e., at 21dpS). For example, functions enriched only among upregulated genes at 3dpS, and not 21dpS, included “ribosome” and “ribosome large subunit biogenesis” (Fig. S1E). These included the ribosome biogenesis factor *nsa2* and *gtpbp4* which is involved in biogenesis of the 60S ribosomal subunit, which were significantly upregulated at 3dpS but not 21dpS. However, the function “ribosomal large subunit assembly” was enriched among genes upregulated at 21dpS and not 3dpS. This included some genes that were only significantly increased at 21dpS such as *ruvbl1* and *srfbp1*, and others that were significantly increased at both 3dpS and 21dpS such as *rsl24d1*, *ptges3l*, and *gltscr2* (Table S3A). 

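Genes were grouped by the lists of Fig. S1E, which the paper drew from its own calls, and by independent lists. The 12 tested genes of the paper's ribosome list had a mean log2 fold change of 1.53 at 3dpS, where all 12 were higher in starved fish and 3 were called (*rsl24d1*, *eef1da* and *ddx21*, the last named after its values were seen). At 21dpS the mean was 0.40, with 11 of 12 higher and 0 called. The 10 tested genes of its list for large subunit biogenesis had a mean log2 fold change of 1.79 at 3dpS (10 of 10 higher, 3 called, *nsa2*, *rsl24d1* and *gtpbp4*) and 0.89 at 21dpS (9 of 10 higher, 1 called, *ptges3l*). Of the independent list of cytosolic ribosomal proteins, 67 of 70 tested genes were higher in starved fish at 3dpS, with a mean log2 fold change of 1.00 (adjusted p = 0.0453 over 8 gene sets, limma's fry, two-sided). With tank number as a replicate block this adjusted p-value was 0.106, and with limma's camera it was 8.73e-29, over alternatives with no library left out of 8.73e-29 to 0.106. It stayed under 0.05 in 1 of 7 fits with 1 library left out (adjusted p up to 0.190, limma's fry). At 21dpS 47 of 64 tested genes of that list were higher, with a mean of 0.24 (adjusted p = 0.407, limma's fry). These directions were the same under each normalization tried.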

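*nsa2* (ENSDARG00000007708) rose from 98.9 ± 21.5 CPM in fed controls to 354 ± 64.1 CPM in starved fish at 3dpS (SD, n = 3 and 4), a log2 fold change of 1.84 (standard error 0.27, adjusted p = 0.0208, edgeR). At 21dpS it was measured at 161 ± 52.8 CPM and 274 ± 88.9 CPM (SD, n = 4 and 4), a log2 fold change of 0.76 (standard error 0.30, adjusted p = 0.173, edgeR). *gtpbp4* (ENSDARG00000018961) rose from 66.0 ± 20.9 to 229 ± 44.2 CPM at 3dpS (SD, n = 3 and 4), with a log2 fold change of 1.79 (standard error 0.30, adjusted p = 0.0265, edgeR), and had 0.99 (standard error 0.40, adjusted p = 0.183, edgeR) at 21dpS. The effects at 21dpS and 3dpS differed by −1.01 on the log2 scale for *nsa2* (standard error 0.37, adjusted p = 0.427) and by −0.74 for *gtpbp4* (standard error 0.47, adjusted p = 0.688) in edgeR's interaction test. When 1 library at 3dpS was left out, *nsa2* was called in 3 of 7 fits (adjusted p up to 0.117, edgeR) and *gtpbp4* in 3 of 7 (adjusted p up to 0.155, edgeR).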

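The 6 tested genes of the paper's list for large subunit assembly had a mean log2 fold change of 1.2 at 3dpS (5 of 6 higher in starved fish) and 1.11 at 21dpS (6 of 6 higher). *ruvbl1* had a log2 fold change of 0.05 (standard error 0.30, adjusted p = 0.972, edgeR) at 3dpS and 1.04 (standard error 0.29, adjusted p = 0.0697, edgeR) at 21dpS, where it rose from 71.4 ± 20.2 to 147 ± 33.2 CPM (SD, n = 4 and 4). The direction for *ruvbl1* at 3dpS changed with the library left out, from −0.11 to 0.21. *srfbp1* had 0.37 (standard error 0.40, adjusted p = 0.727, edgeR) at 3dpS and 1.07 (standard error 0.29, adjusted p = 0.0675, edgeR) at 21dpS. *rsl24d1* rose at both time points, by 2.12 (standard error 0.34, adjusted p = 0.0208, edgeR) at 3dpS and 0.98 (standard error 0.30, adjusted p = 0.0904, edgeR) at 21dpS. Its call at 3dpS held in 3 of 7 fits with 1 library left out (adjusted p up to 0.123, edgeR), and that of *ptges3l* at 21dpS in 2 of 8 (adjusted p up to 0.128, edgeR). *ptges3l* had a log2 fold change of 1.87 (standard error 0.62, adjusted p = 0.227, edgeR) at 3dpS and 2.3 (standard error 0.52, adjusted p = 0.0462, edgeR) at 21dpS, where it missed the threshold with tank number as a block and with all 23 libraries in 1 fit (adjusted p = 0.0724 and 0.141, over alternatives with no library left out of 1.30e-10 to 0.141, edgeR and DESeq2) and where the fed and starved fish overlapped (126 ± 51.5 and 618 ± 354 CPM, SD, n = 4 and 4). *gltscr2* had 1.42 (standard error 0.29, adjusted p = 0.0504, edgeR) at 3dpS and 1.05 (standard error 0.27, adjusted p = 0.0544, edgeR) at 21dpS. Each of these genes, *ruvbl1*, *srfbp1*, *rsl24d1* and *gltscr2* at 21dpS and *ptges3l* and *gltscr2* at 3dpS, passed the threshold with DESeq2, with adjusted p-values from 0.00238 for *gltscr2* at 3dpS to 0.0428 for *rsl24d1* at 21dpS.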

Overall, genes involved in ribosome biogenesis were induced more strongly at 3dpS compared to 21dpS, suggesting it is a relatively early response to starvation with aspects that continue through 21dpS (Fig. S3CD, Table S3A).

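The difference between the effects at 21dpS and 3dpS had a mean of −1.06 on the log2 scale over the 12 genes of the paper's ribosome list, all of them with a smaller effect at 21dpS. The paper drew this list and that of large subunit biogenesis from genes higher at 3dpS in the same data. Their selection thus favours a smaller effect at 21dpS. For its list of large subunit biogenesis the mean was −0.83, with a smaller effect at 21dpS for 9 of 10 genes, and for large subunit assembly it was −0.02, with 3 of 6. For the independent list of cytosolic ribosomal proteins 71 of 77 genes had a smaller effect at 21dpS, with a mean of −0.72 (adjusted p = 0.0759 over 9 sets, limma's fry on the interaction). Camera gave an adjusted p-value of 2.72e-12 for the same list, over alternatives with no library left out of 2.72e-12 to 0.113 (limma). Its mean log2 CPM was 5.019 in fed and 5.987 in starved fish at 3dpS, and 5.915 and 6.163 at 21dpS. For the paper's ribosome list these means were 5.802 and 7.288 at 3dpS, and 6.719 and 7.123 at 21dpS. The smaller effects at 21dpS thus went with higher values in the fed controls, although each time point was normalized apart.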

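*hsp90ab1* rose from 2981 ± 770.3 CPM in fed controls to 5937 ± 878 CPM in starved fish at 3dpS (SD, n = 3 and 4), and the groups did not overlap. The log2 fold change was 0.99 (standard error 0.24, adjusted p = 0.0815, edgeR) at 3dpS and 0.14 (standard error 0.22, adjusted p = 0.759, edgeR) at 21dpS. DESeq2 gave an adjusted p-value of 0.0102 at 3dpS (0.0102 to 0.0898 over the alternatives with no library left out, edgeR and DESeq2).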

Also among the genes upregulated specifically at 3dpS was the heat shock protein *hsp90ab1*, a molecular chaperone previously shown to be upregulated in adult zebrafish liver in response to starvation [17]. The most significantly upregulated gene in our dataset was the enteropeptidase/enterokinase *tmprss15,* that converts trypsinogen into active trypsin which in turn activates pancreatic enzymes and potentially also antimicrobial proteins in the intestinal lumen (Fig. 3D-F) [63, 64]. 

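*tmprss15* (ENSDARG00000079393) rose from 16.2 ± 8.86 CPM in fed controls to 186 ± 87.0 CPM in starved fish at 21dpS (SD, n = 4 and 4), from counts of 2 to 13 reads per library to 66 to 163 reads. The groups did not overlap (exact permutation test, p = 0.0286, the smallest possible with 4 fish against 4). The log2 fold change was 3.49 (standard error 0.46, adjusted p = 0.00245, edgeR), an 11.2-fold increase. Ordered by p-value, *tmprss15* was number 2 of the 1539 genes with higher expression in starved fish at 21dpS, after ENSDARG00000080401, which has no symbol in the files and rose from 8.28 ± 1.80 to 72.2 ± 23.2 CPM (SD, n = 4 and 4).

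**Figure D2:**
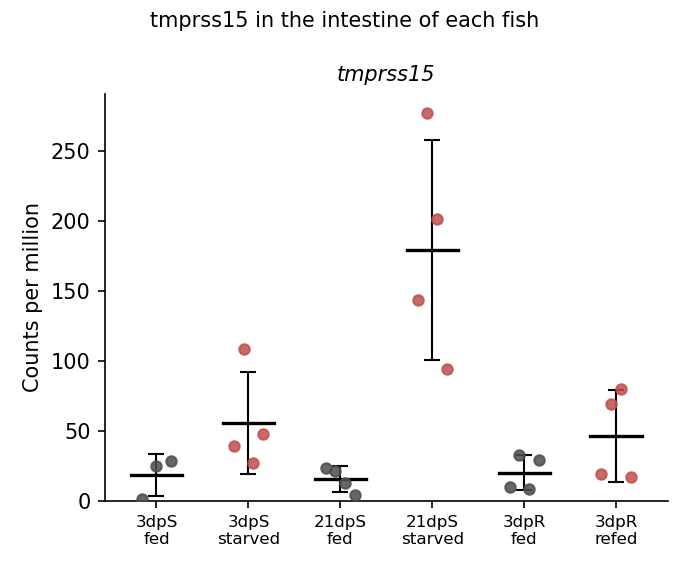
CPM of *tmprss15* (of all reads counted on genes, without TMM normalization), in each library (points) with the mean and SD of each group (bars), for fed controls (grey) and starved or refed fish (red). At 21dpS the starved fish lie between 94.4 and 277.7 CPM and the fed controls between 3.76 and 23.5 CPM.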

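At 3dpS *tmprss15* was measured at 18.7 ± 14.8 CPM in fed controls and 55.7 ± 34.3 CPM in starved fish (SD, n = 3 and 4), a log2 fold change of 1.57 (standard error 0.71, adjusted p = 0.347, edgeR). Without a filter on low counts it was called at 3dpS, with a log2 fold change of 1.54 (adjusted p = 0.0202, edgeR, against 0.0202 to 0.467 over the alternatives with no library left out). It was called at 3dpS in 0 of 7 fits with 1 library left out (adjusted p = 0.272 to 0.582, edgeR). At 3dpR the log2 fold change was 1.21 (standard error 0.57, adjusted p = 0.654, edgeR), with 20.8 ± 13.2 CPM in fed controls and 47.8 ± 32.1 CPM in refed fish (SD, n = 4 and 4). The effects at 21dpS and 3dpS differed by 1.99 on the log2 scale (standard error 0.95, adjusted p = 0.578, edgeR's interaction test).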

Intestinal expression of *tmprss15* was not affected by starvation at 3dpS, but was upregulated 6-fold by 21dpS (Fig. 3D-F). Notably, a deficiency in *TMPRSS15* has been shown to confer a lean, starvation-like phenotype in humans, consistent with its known key role in nutrient digestion and absorption [65]. Upregulation of *tmprss15* in the starved zebrafish intestine suggests potential adaptive increases in nutrient digestion programs to salvage nutrients from the intestinal lumen, or in antimicrobial defense against an altered and potentially pro-inflammatory microbiome.

Similarly, functions enriched specifically among downregulated genes at 3dpS and not at 21dpS included “metabolism of lipids”, “regulation of cell proliferation”, and “ubiquitin-dependent protein catabolic process” (Fig. S1E). This included downregulation of the acyltransferase *lclat1* and fatty acid binding protein *fabp1b.1* at 3dpS but not 21dpS. However, related functions “glycerophospholipid metabolism”, “lipid transport”, and “lipid metabolic process” were enriched among downregulated genes at 21dpS but not 3dpS. These included the phospholipase *pla2g12b*, the fatty acid desaturase *fads2*, the lipid transfer protein *scp2a*, and multiple apolipoproteins including *apoa1a*, *apoa4b.1*, and *apobb.1* (Figs. 3D, S1E, S3AB) [66]. 

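*lclat1* fell from 65.3 ± 11.5 CPM in fed controls to 19.1 ± 5.50 CPM in starved fish at 3dpS (SD, n = 3 and 4), a log2 fold change of −1.78 (standard error 0.32, adjusted p = 0.0345, edgeR). That call held in 1 of 7 fits with 1 library left out (adjusted p up to 0.118, edgeR). At 21dpS it was measured at 43.8 ± 23.3 and 15.0 ± 2.17 CPM (SD, n = 4 and 4), and the groups were apart at both time points. Its log2 fold change at 21dpS was −1.51 (standard error 0.41, adjusted p = 0.0643, edgeR), and it passed the threshold there without a filter on low counts (adjusted p = 0.0345), with tank number as a block (0.0325) and with all 23 libraries in 1 fit (0.0176, over alternatives with no library left out of 0.0176 to 0.0678, edgeR and DESeq2). *fabp1b.1* (ENSDARG00000059227) had a log2 fold change of −1.14 (standard error 0.30, adjusted p = 0.0948, edgeR) at 3dpS, from 163 ± 49.4 to 74.1 ± 16.4 CPM (SD, n = 3 and 4). At 21dpS it had −2.09 (standard error 0.35, adjusted p = 0.00655, edgeR), from 226 ± 99.6 to 53.2 ± 17.4 CPM (SD, n = 4 and 4). DESeq2 gave an adjusted p-value of 0.0338 for *fabp1b.1* at 3dpS (0.0338 to 0.0994 over the alternatives with no library left out, edgeR and DESeq2). The 3 tested genes of the paper's list for metabolism of lipids had a mean log2 fold change of −1.46 at 3dpS and −2.15 at 21dpS, and all 3 were lower in starved fish at both.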

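At 21dpS *pla2g12b* (ENSDARG00000015662) fell from 332 ± 35.0 CPM in fed controls to 153 ± 52.6 CPM in starved fish (SD, n = 4 and 4), a log2 fold change of −1.12 (standard error 0.27, adjusted p = 0.0390, edgeR). *fads2* had a log2 fold change of −1.17 (standard error 0.30, adjusted p = 0.0536, edgeR) and *scp2a* one of −1.55 (standard error 0.34, adjusted p = 0.0270, edgeR). *apoa1a* fell from 288 ± 158 to 109 ± 44.1 CPM (SD, n = 4 and 4), a log2 fold change of −1.40 (standard error 0.43, adjusted p = 0.0929, edgeR), with overlapping groups. The mean count of *apoa1a* was 104.8 reads per library, against 24250 for the adjacent *rnf214*, whose counts followed the paper's values for *apoa1a* in Table S3A (Pearson r = 0.90, permutation p = 0.00032, adjusted p = 0.000914 over 20 correlations, Spearman rho = 0.90, permutation p = 0.00031, within groups of 19 libraries, and r = 0.857 without the 2 farthest from the median). The other apolipoprotein genes had −1.49 (standard error 0.34, adjusted p = 0.0295, edgeR) for *apoa4b.1*, −2.07 (standard error 0.34, adjusted p = 0.00589, edgeR) for *apoa4b.2* and −1.21 (standard error 0.25, adjusted p = 0.0186, edgeR) for *apobb.1*. How reads were divided between the adjacent paralogs *apoa4b.1* and *apoa4b.2* is not known, so their separate values are uncertain. With each library at 21dpS left out in turn, edgeR called *scp2a* in 4 of 8 fits, *apoa4b.1* in 2 of 8, *apoa4b.2* in 8 of 8 and *apobb.1* in 5 of 8. With DESeq2, *fads2* (adjusted p = 0.0194) and *apoa1a* (adjusted p = 0.0413) were also called, and their adjusted p-values ranged from 0.0151 to 0.0680 and from 0.00157 to 0.146 over the alternatives with no library left out. All 12 tested genes of the paper's list for lipid transport were lower in starved fish at 21dpS, with a mean log2 fold change of −1.58 and 9 called.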

Notably, apolipoprotein genes have been shown to be downregulated in starved rainbow trout livers [67]. 

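At 3dpS the log2 fold changes of genes of lipid metabolism and transport were −0.53 (standard error 0.29, adjusted p = 0.434) for *pla2g12b*, −0.50 (standard error 0.26, adjusted p = 0.389) for *fads2*, −0.40 (standard error 0.29, adjusted p = 0.588) for *scp2a* and −0.71 (standard error 0.22, adjusted p = 0.153) for *apobb.1* by edgeR. For *apoa1a* and *apoa4b.1* they were −0.23 and −0.04 (adjusted p = 0.798 and 0.984, edgeR), and their direction changed with the library left out, from −0.46 to 0.03 and from −0.24 to 0.32. Of the 11 tested genes of the paper's lipid transport list, 10 were lower in starved fish at 3dpS, with a mean log2 fold change of −0.40.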

Although these genes were significantly downregulated only at 21dpS, most began trending towards downregulation at 3dpS. Yet other genes involved in these functions including *elovl2* and *fabp1b.1* were significantly downregulated at both 3dpS and 21dpS with a larger difference at 21dpS (Figs. 3D and S1A, Table S3A). 

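The effects on *elovl2* at 21dpS and 3dpS differed by −1.35 on the log2 scale (standard error 0.56, adjusted p = 0.516, edgeR's interaction test). For *fabp1b.1* the difference was −0.88 (standard error 0.49, adjusted p = 0.625, edgeR). Between 3dpR and 21dpS the effects differed by 2.42 for *elovl2* (standard error 0.55, adjusted p = 0.0558, edgeR) and by 1.57 for *fabp1b.1* (standard error 0.47, adjusted p = 0.209, edgeR).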

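*slc31a1* had a log2 fold change of −1.67 (standard error 0.32, adjusted p = 0.0411, edgeR) at 3dpS. At 21dpS it fell from 638 ± 229 CPM in fed controls to 239 ± 27.3 CPM in starved fish (SD, n = 4 and 4), a log2 fold change of −1.42 (standard error 0.27, adjusted p = 0.0137, edgeR). With tank number as a replicate block the adjusted p-value at 3dpS was 0.0649 (8.98e-07 to 0.0649 over the alternatives with no library left out, edgeR and DESeq2). With 1 library left out *slc31a1* was called in 2 of 7 fits at 3dpS (adjusted p up to 0.223, edgeR) and in 7 of 8 at 21dpS.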

Notably, the transporter *slc31a1*/*ctr1* involved in dietary copper uptake was also significantly downregulated at both timepoints. Thus, while shorter durations of starvation such as 3 days lead to a downregulation of some metabolic functions, most of the genes involved in lipid metabolism are not significantly downregulated until 21 days of starvation. 

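At 3dpS all 5 tested genes of the independent list for sterol biosynthesis were lower in starved fish, with a mean log2 fold change of −1.17 (adjusted p = 0.0218 over 8 sets, limma's fry). *idi1* fell from 223 ± 58.6 to 66.2 ± 16.0 CPM (SD, n = 3 and 4), a log2 fold change of −1.75 (standard error 0.29, adjusted p = 0.0257, edgeR), and *fdps* had −2.07 (standard error 0.44, adjusted p = 0.0580, edgeR). With 1 library at 3dpS left out the list passed in 3 of 7 fits (adjusted p up to 0.0943, limma's fry) and *idi1* was called in 3 of 7 (adjusted p up to 0.124, edgeR). At 21dpS 3 of 4 tested genes of the list were higher in starved fish, with a mean of 0.31 (adjusted p = 0.407, limma's fry), and *idi1* had a log2 fold change of 0.07 (standard error 0.30, adjusted p = 0.927, edgeR). The effects at the 2 time points differed by a mean of 1.58 over the list (adjusted p = 0.0226, limma's fry on the interaction), a test chosen after the values were seen. From 3dpS to 21dpS these genes also fell in the fed controls, by −1.53 (standard error 0.31, adjusted p = 0.0908, edgeR) for *idi1* and −2.70 (standard error 0.44, adjusted p = 0.0519, edgeR) for *fdps*.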

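Of 11 tested genes of the independent list of apolipoproteins, 9 were lower in starved fish at 21dpS and 6 were called, with a mean log2 fold change of −1.08 (adjusted p = 0.0074 over 8 sets, limma's fry). At 3dpS the mean was 0.01 (adjusted p = 0.707, limma's fry), and its direction changed with the library left out, from −0.08 to 0.21. At 21dpS an exact permutation of the libraries gave an adjusted p-value of 0.114, over alternatives with no library left out of 4.36e-08 to 0.114 (limma). With 2 of the 8 sets at the smallest p-value that permutation can give, this adjusted value could not be lower. The list passed in 8 of 8 fits with 1 library left out (adjusted p up to 0.0322, limma's fry). The effects at 21dpS and 3dpS differed by a mean of −0.79 over the list (adjusted p = 0.0409, limma's fry on the interaction), a test chosen after the values were seen.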

Prolonged starvation therefore leads to reduced expression of genes involved in lipid biosynthesis and transport, perhaps representing an adaptation to the prolonged absence of dietary fats and other nutrients. However, this contrasts with shorter periods of starvation, such as 48 h, where other zebrafish studies have observed an increase in lipid catabolism, potentially to increase available energy and improve resistance to cold [68].

The genes significantly downregulated by starvation were also enriched for host immune functions. 

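*stat1b* had a log2 fold change of −1.65 (standard error 0.41, adjusted p = 0.0851, edgeR) at 3dpS, from 79.2 ± 42.4 CPM in fed controls to 25.3 ± 10.8 CPM in starved fish (SD, n = 3 and 4). At 21dpS it had −1.59 (standard error 0.42, adjusted p = 0.0589, edgeR), from 86.1 ± 39.2 to 28.3 ± 14.4 CPM (SD, n = 4 and 4), and the groups overlapped. *ifit8* fell from 45.1 ± 15.8 to 3.56 ± 4.14 CPM at 3dpS (SD, n = 3 and 4), a log2 fold change of −3.76 (standard error 0.58, adjusted p = 0.0208, edgeR). The call of *ifit8* held in 4 of 7 fits with 1 library left out (adjusted p up to 0.117, edgeR). At 21dpS it had −2.42 (standard error 0.66, adjusted p = 0.0783, edgeR), with overlapping groups. DESeq2 called *stat1b* at 3dpS (adjusted p = 0.0307, with 0.00121 to 0.116 over the alternatives with no library left out) and at 21dpS (0.0294, with 0.00276 to 0.0634), and *ifit8* at 21dpS (0.0129, with 2.77e-06 to 0.0847).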

For example, the signal transducer *stat1b*, which is required for inflammatory responses in the intestine and for myeloid development in zebrafish [69, 70], and the interferon responsive gene *ifit8* are downregulated by 3dpS and continuing through 21dpS. 

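*ifit15* fell from 89.9 ± 53.4 CPM in fed controls to 17.7 ± 13.6 CPM in starved fish at 21dpS (SD, n = 4 and 4), a log2 fold change of −2.33 (standard error 0.57, adjusted p = 0.0490, edgeR). It missed the threshold with RLE factors (adjusted p = 0.0555), without the 100 most abundant genes, with tank number as a block and with all 23 libraries in 1 fit (adjusted p = 0.145, over alternatives with no library left out of 7.82e-07 to 0.145, edgeR and DESeq2). *rsad2* was not tested because of its low counts, 5 to 21 reads in fed controls and 1 to 3 reads in starved fish at 21dpS, which is at least 4.98-fold lower. DESeq2, which filters differently, called it (adjusted p = 0.00710, with 0.000174 to 0.0209 over the 4 alternatives with no library left out that tested it).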

By 21dpS, *ifit15* and the antiviral protein *rsad2* are also significantly downregulated. 

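All 11 tested interferon-stimulated genes of an independent list were lower in starved fish at 21dpS, with a mean log2 fold change of −1.57 and 2 called, *ifit15* and *irf1b* (adjusted p = 0.0228 over 8 sets, limma's fry). An exact permutation of the libraries gave an adjusted p-value of 0.114 and tank number as a block one of 0.0543, over alternatives with no library left out of 4.32e-08 to 0.114 (limma). The permutation could not give a lower adjusted value, since this set and 1 other of the 8 already had its smallest possible p-value. With 1 library left out the list passed in 4 of 8 fits (adjusted p up to 0.0944, limma's fry). At 3dpS 11 of 12 tested genes were lower, with a mean of −1.40 (adjusted p = 0.0581, limma's fry). The 3 tested genes of the paper's list for defense response to virus had a mean log2 fold change of −2.38 at 3dpS and −2.20 at 21dpS, where *ifit15* and *irf1b* were called. The gene *irf1b* is named because the count is small, after its values were seen.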

In accord, downregulated genes at 21dpS were enriched for functions involved in “defense response to virus”. Finally, the carboxypeptidase *cpa5* which is considered a marker for mast cells in zebrafish [71] was also significantly downregulated at 21dpS, suggesting a potential reduction in mast cell number or activity in the intestinal tissue. 

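*cpa5* fell from 179 ± 132 CPM in fed controls to 37.9 ± 20.3 CPM in starved fish at 21dpS (SD, n = 4 and 4), a log2 fold change of −2.24 (standard error 0.49, adjusted p = 0.0314, edgeR). With all 23 libraries in 1 fit its adjusted p-value was 0.105 (7.34e-08 to 0.105 over the alternatives with no library left out, edgeR and DESeq2). Its call held in 5 of 8 fits with 1 library left out (adjusted p up to 0.113, edgeR). At 3dpS and 3dpR the log2 fold changes were −1.12 and −1.11 (adjusted p = 0.644 and 0.651, edgeR). Within groups of fish, expression of *cpa5* followed the mean of 18 exocrine pancreas genes over the 23 libraries (Pearson r = 0.94, permutation p = 5e-05, adjusted p = 0.0002 over 8 relations, Spearman rho = 0.942, permutation p = 1e-05, the smallest possible, adjusted p = 8e-05). The correlation was 0.985 at 3dpS (permutation p = 0.0274), 0.961 at 21dpS (p = 0.00503) and 0.885 at 3dpR (p = 0.0219). Without the 2 libraries farthest from the median r was 0.892 over all time points. By time point it was then 0.986 at 3dpS, 0.788 at 21dpS and 0.649 at 3dpR. At 3dpS Spearman rho was 0.929 (permutation p = 0.0632).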

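*c6* rose from 115 ± 38.8 CPM in fed controls to 799 ± 447 CPM in starved fish at 21dpS (SD, n = 4 and 4), a log2 fold change of 2.80 (standard error 0.43, adjusted p = 0.00589, edgeR). It had 0.91 (standard error 1.01, adjusted p = 0.753, edgeR) at 3dpS and −1.21 (standard error 0.79, adjusted p = 0.725, edgeR) at 3dpR. With all 23 libraries in 1 fit its adjusted p-value at 21dpS was 0.0552 (1.45e-17 to 0.0552 over the alternatives with no library left out, edgeR and DESeq2). *c7* had too few reads to be tested, with 1 to 7 reads in fed controls and 5 to 39 reads in starved fish at 21dpS, and 1 to 4 and 0 to 12 reads at 3dpS. At 21dpS it was called by DESeq2 (adjusted p = 0.0234, with 0.000687 to 0.0364 over the 4 alternatives with no library left out that tested it).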

Although several immune-related genes were downregulated in starved fish, complement proteins *c6* and *c7* were both significantly upregulated in starved fish (Table S3). Our analysis of genes downregulated during starvation therefore suggests a reduction or impairment in immune function and inflammatory tone in the intestine during starvation, along with significant reductions in lipid metabolism and lipoprotein production. Reduced immune function during starvation may represent a mechanism contributing to the microbial community alterations observed at those timepoints.

While there were too few significant genes after refeeding at 3dpR to permit analysis of functional enrichment, several of these genes were suggestive of potential intestinal functions. This included increased expression at 3dpR of genes encoding the tandem-duplicated trypsin-like serine proteases *prss59.1* and *prss59.2*. This small set of genes also included three mitochondrial enzymes beta carotene dioxygenase-like gene *bco2l,* involved in cleavage of dietary carotenoids into retinoids towards Vitamin A synthesis; and dimethylglycine dehydrogenase *dmgdh*, involved in glycine synthesis and production of sarcosine in the choline oxidation pathway. 

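*prss59.1* was lower in refed fish than in fed controls at 3dpR, at 66.6 ± 30.1 against 218 ± 44.2 CPM (SD, n = 4 and 4), a log2 fold change of −1.71 (standard error 0.31, adjusted p = 0.0516, edgeR). *prss59.2* was also lower, at 24.0 ± 6.66 against 74.8 ± 17.1 CPM (SD, n = 4 and 4), a log2 fold change of −1.64 (standard error 0.31, adjusted p = 0.0598, edgeR). The refed and fed fish did not overlap for either gene. The direction was the same under every alternative, and DESeq2 called both genes (adjusted p = 0.00121 and 0.0114), over alternatives with no library left out, which ranged from 0.000138 to 0.788 for *prss59.1* and from 0.0114 to 0.788 for *prss59.2*. Reads can be shared between these tandem duplicates, so the separate counts are uncertain. Both belong to the exocrine pancreas genes, of which 13 of 14 tested were lower in refed fish, with a mean log2 fold change of −0.98 (adjusted p = 0.0831 over 8 sets, limma's fry).

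**Figure D3:**
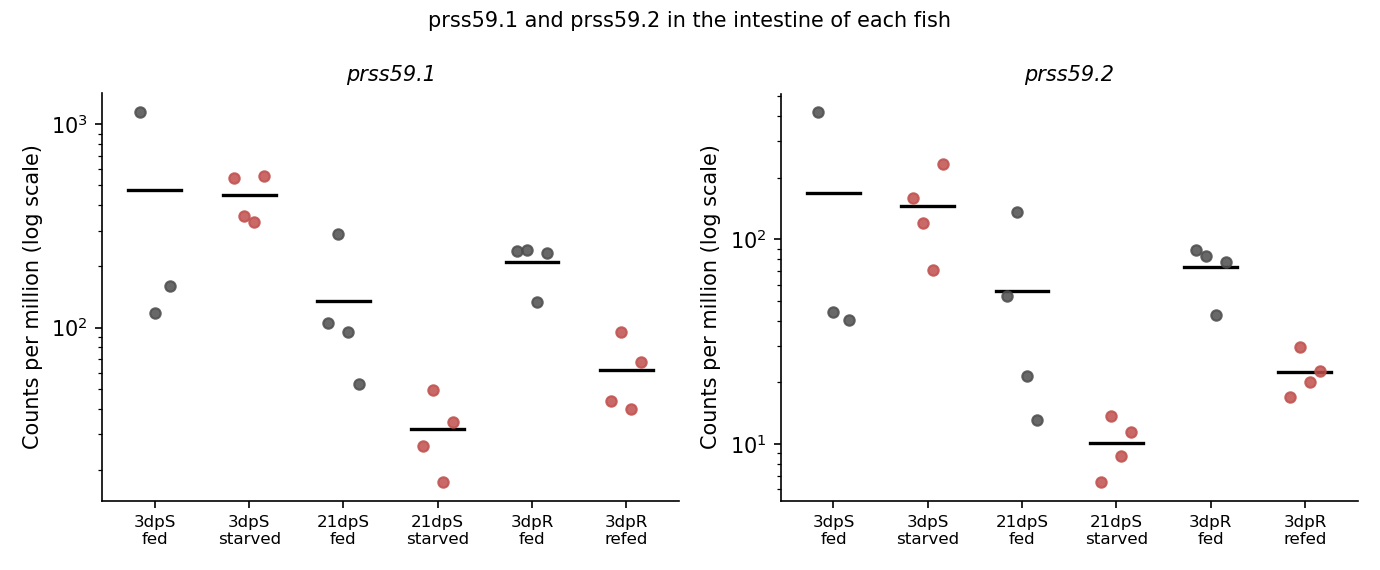
CPM of *prss59.1* and *prss59.2* (of all reads counted on genes, without TMM normalization), on a log axis, in each library (points) with the mean of each group (horizontal lines), for fed controls (grey) and starved or refed fish (red). At 3dpR *prss59.1* lies between 133.7 and 240.6 CPM in fed controls and between 40.0 and 95.1 CPM in refed fish.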

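*bco2l* had a log2 fold change of −1.58 (standard error 0.32, adjusted p = 0.131, edgeR) at 3dpR, with lower expression in every refed fish than in every fed control. Within groups of 19 libraries, its count followed the paper's value of the adjacent gene *ela3l* in Table S3A (Pearson r = 0.97, permutation p = 0.00013, adjusted p = 0.000867 over 20 correlations, Spearman rho = 0.944, permutation p = 0.00041, adjusted p = 0.00102), and r was 0.936 without the 2 libraries farthest from the median. *dmgdh* fell from 159.6 ± 45.5 CPM in fed controls to 54.5 ± 29.0 CPM in refed fish (SD, n = 4 and 4), a log2 fold change of −1.54 (standard error 0.34, adjusted p = 0.134, edgeR). The groups did not overlap after TMM normalization. Without it they did, at 93.1 to 202.7 CPM in fed controls and 28.4 to 104.0 CPM in refed fish. DESeq2 called *bco2l* (adjusted p = 0.00305, with 2.14e-07 to 0.788 over the alternatives with no library left out) and *dmgdh* (0.0122, with 0.00303 to 0.788).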

Notably, *Dmgdh* was previously shown to be induced in mouse livers upon fasting, and reduced in the livers of ground squirrels preparing for hibernation [72, 73]. Of the 11 genes differentially expressed in 3dpR refed fish compared to fed controls, 6 were also differentially expressed at 21dpS including *prss59.1*, *prss59.2*, and *bco2l*. These may represent starvation adaptations that remain altered after restoration of feeding or that respond to both starvation as well as to refeeding.

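At 21dpS *prss59.1* had a log2 fold change of −2.12 (standard error 0.51, adjusted p = 0.0462, edgeR), and it missed the threshold with tank number as a block (adjusted p = 0.0833) and with all 23 libraries in 1 fit (0.105, over alternatives with no library left out of 9.30e-07 to 0.105, edgeR and DESeq2). It was called in 2 of 8 fits with 1 library left out. *prss59.2* was not tested at 21dpS, where it had 7 to 76 reads in fed controls and 4 to 8 reads in starved fish, and DESeq2 called it (adjusted p = 0.0109, with 4.86e-06 to 0.118 over 4 alternatives with no library left out). *bco2l* had −2.59 (standard error 0.76, adjusted p = 0.111, edgeR) and *dmgdh* −1.07 (standard error 0.56, adjusted p = 0.313, edgeR) at 21dpS. DESeq2 called *bco2l* at 21dpS (adjusted p = 0.0293, with 0.0293 to 0.455 over the alternatives with no library left out), and with DESeq2 6 genes were called at both 21dpS and 3dpR.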

Although we had already removed from this analysis any genes that were differentially expressed between fed control timepoints (Table S3B, Fig. S2), we wanted to further evaluate whether there were broader biological processes that may have been differential between those fed control samples that could affect our comparisons with starved/refed animals. We therefore performed GO term analysis of genes identified as significantly different between our fed control timepoints. The GO term “lipid metabolic process” was significantly enriched among genes that were significantly downregulated in 21dpS fed relative to 3dpS fed fish. Conversely, the GO terms “lipid localization” and “response to lipid” were significantly enriched among genes that were significantly upregulated in 21dpS fed relative to 3dpS fed fish (Table S3D). 

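In the fed controls 10 of 12 tested genes of the independent list of apolipoproteins were higher at 21dpS than at 3dpS, with a mean log2 fold change of 0.62 (adjusted p = 0.045, limma's fry), in a comparison of gene sets chosen after the values were seen. With tank number as a block the adjusted p-value was 0.0755, over alternatives with no library left out of 8.78e-05 to 0.0755 (limma). From 21dpS to 3dpR 10 of 11 tested genes of the list were lower in fed controls, with a mean of −0.77 (adjusted p = 0.0365, limma's fry). For sterol biosynthesis all 5 tested genes were lower in fed controls at 21dpS than at 3dpS, with a mean of −1.47 (adjusted p = 0.00501, limma's fry).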

Importantly, the GO term “lipid metabolic process” was also enriched in genes that were significantly downregulated in 21dpS starved relative to 21dpS fed fish, even after genes that were significant in our control analysis were removed (Fig. S1E). This raised the possibility that our observed impacts of starvation on lipid metabolism genes here may be driven in part by unusually low expression of certain lipid metabolic genes in 21dpS fed fish, whereas other related lipid metabolic functions may be unusually high in 21dpS fed fish relative to the other fed timepoints. 

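In the fed controls, the 10 tested genes of the paper's list for lipid metabolic process had a mean log2 fold change of 0.10 from 3dpS to 21dpS (7 of 10 higher at 21dpS) and −0.24 from 21dpS to 3dpR. The 12 genes of its lipid transport list had 0.37 (9 of 12 higher at 21dpS) and −0.53 (11 of 12 lower at 3dpR). In starved fish relative to fed controls at 21dpS all 9 tested genes of the lipid metabolic process list were lower, with a mean of −1.64 and 6 called.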

We therefore evaluated the log2 fold changes of genes from this control analysis alongside genes that were significantly different between starved and fed fish to discern if some of these differences may be driven by the control 21dpS fed fish (Fig. S3). 

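In the fed controls, all 12 tested genes of the paper's ribosome list were higher at 21dpS than at 3dpS, with a mean log2 fold change of 0.91, and 8 of 9 tested genes of its list for large subunit biogenesis were, with a mean of 0.65. Of the cytosolic ribosomal proteins 55 of 57 tested genes were higher, with a mean of 0.71 (adjusted p = 0.132, limma's fry), in a comparison of gene sets chosen after the values were seen. No gene of these lists was called between the fed controls, and camera gave an adjusted p-value of 3.63e-12 for the cytosolic ribosomal proteins, over alternatives with no library left out of 3.63e-12 to 0.144 (limma).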

We found that genes under the GO terms “ribosome” and “ribosome large subunit biogenesis” do not have differential expression in starved fish that is affected by unusual gene expression in the fed fish (Fig. S3C-D). In contrast, a subset of genes such as *pdk3b, syt1b, apoa1a, apoa4b.1,* and *fads2* which are significantly downregulated in starved fish at 21dpS relative to 21dpS fed, may be due in part to unusually high expression of these genes in 21dpS fed fish (Fig. S3A-B). However, most genes emphasized here, such as *elovl2, pla2g12b, slc31a1,* and many others, are not affected by abnormalities within the fed fish cohort and are likely true biological effects of the starvation treatment. 

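*pdk3b* had counts of 10 to 32 reads in fed controls and 1 to 2 reads in starved fish at 21dpS, at least 6.98-fold lower, with a log2 fold change of −3.78 (standard error 0.57, adjusted p = 0.00380, edgeR). *syt1b* fell from 103 ± 41.1 to 32.1 ± 11.0 CPM (SD, n = 4 and 4), a log2 fold change of −1.67 (standard error 0.36, adjusted p = 0.0235, edgeR). With 1 library at 21dpS left out *pdk3b* was called in 8 of 8 fits and *syt1b* in 4 of 8 (adjusted p up to 0.0853, edgeR). From 3dpS to 21dpS in the fed controls, the log2 fold changes were 0.77 (standard error 0.50, adjusted p = 0.509) for *pdk3b*, 1.13 (standard error 0.39, adjusted p = 0.249) for *syt1b*, 0.79 (standard error 0.41, adjusted p = 0.427) for *apoa1a*, 0.69 (standard error 0.34, adjusted p = 0.396) for *apoa4b.1* and 0.57 (standard error 0.31, adjusted p = 0.449) for *fads2* by edgeR. Across libraries the counts of *syt1b* followed the paper's value for that gene in Table S3A (Pearson r = 0.845, permutation p = 0.00018, adjusted p = 0.00088 over 20 correlations, Spearman rho = 0.814, permutation p = 0.00072, within groups of 19 libraries) and not that of its neighbour (r = −0.216, permutation p = 0.382, rho = −0.349, permutation p = 0.199). Those of *pdk3b* followed its own value (r = 0.659, permutation p = 0.0115, rho = 0.66) and that of its neighbour *pcyt1bb* (r = 0.675, permutation p = 0.0115, rho = 0.572) about equally.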

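Between the fed controls of 21dpS and 3dpS *pla2g12b* had a log2 fold change of −0.28 (standard error 0.30, adjusted p = 0.711, edgeR), whose direction changed with the library left out (−0.46 to 0.09). *slc31a1* had −0.97 (standard error 0.38, adjusted p = 0.301, edgeR), lower at 21dpS. From 21dpS to 3dpR in the fed controls the log2 fold change of *pla2g12b* was −0.28 (standard error 0.21, adjusted p = 0.883, edgeR).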

To confirm this, we generated an independent cohort of adult zebrafish subjected to 21 days of starvation or fed normally and used quantitative RT-PCR to evaluate intestinal expression of lipid metabolism genes. In accord with our RNA-seq data from the original experimental cohort (Table S3), starved fish at 21dpS displayed significantly reduced expression of *elovl2, pla2g12b,* and *apoa4b.2* compared to 21dpS fed controls (Fig. S4).

### Several genes responsive to starvation are also responsive to high fat feeding

To interpret which starvation-responsive genes from our dataset responded transcriptionally across a broad range of nutrient availability, and which ones may constitute a starvation-specific response, we referenced our intestinal RNA-seq results against previously published RNA-seq data comparing digestive tracts from zebrafish larvae that were either unfed or fed a high-fat meal (chicken egg yolk) [59]. This revealed a large overlap in significantly differentially-expressed genes (Fig. 4A). 

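With each of the 8 libraries at 21dpS left out in turn, the log2 fold change of *fabp1b.1* in starved fish stayed between −2.22 and −1.72 and was called in 8 of 8 fits (adjusted p = 0.00748 to 0.0253, edgeR). For *pla2g12b* it stayed between −1.35 and −0.94 and was called in 1 of 8 fits (adjusted p = 0.0293 to 0.108, edgeR).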

Particularly, genes involved in lipid transport and metabolism such as *fabp1b.1* and *pla2g12b* that were downregulated during starvation were upregulated during high fat feeding in zebrafish, underscoring the ability of these genes to respond to nutrients in zebrafish. Several genes involved in immune function such as *rsad2, stat1b,* and *ifit15* were downregulated during starvation, and were upregulated after high fat feeding. 

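Leaving out each library in turn at 21dpS, *stat1b* in starved fish kept a log2 fold change between −1.93 and −1.33 and was called in 1 of 8 fits (adjusted p = 0.0270 to 0.139, edgeR). *ifit15* kept one between −2.87 and −1.92 and was called in 3 of 8 fits (adjusted p = 0.0382 to 0.132, edgeR).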

Also among the overlapping genes was the enteropeptidase *tmprss15* which was upregulated during starvation but downregulated by high fat feeding, and gamma butyrobetaine hydroxylase *bbox1* which which was upregulated by both starvation and high fat feeding.

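With each library at 21dpS left out in turn, *tmprss15* kept a log2 fold change between 3.17 and 3.71 and was called in 8 of 8 fits. *bbox1* rose from 234 ± 34.3 CPM in fed controls to 372 ± 23.8 CPM in starved fish at 21dpS (SD, n = 4 and 4), without overlap, a log2 fold change of 0.67 (standard error 0.22, adjusted p = 0.105, edgeR). DESeq2 called *bbox1* (adjusted p = 0.0290, with 0.0285 to 0.354 over the alternatives with no library left out).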

**Fig. 4:**
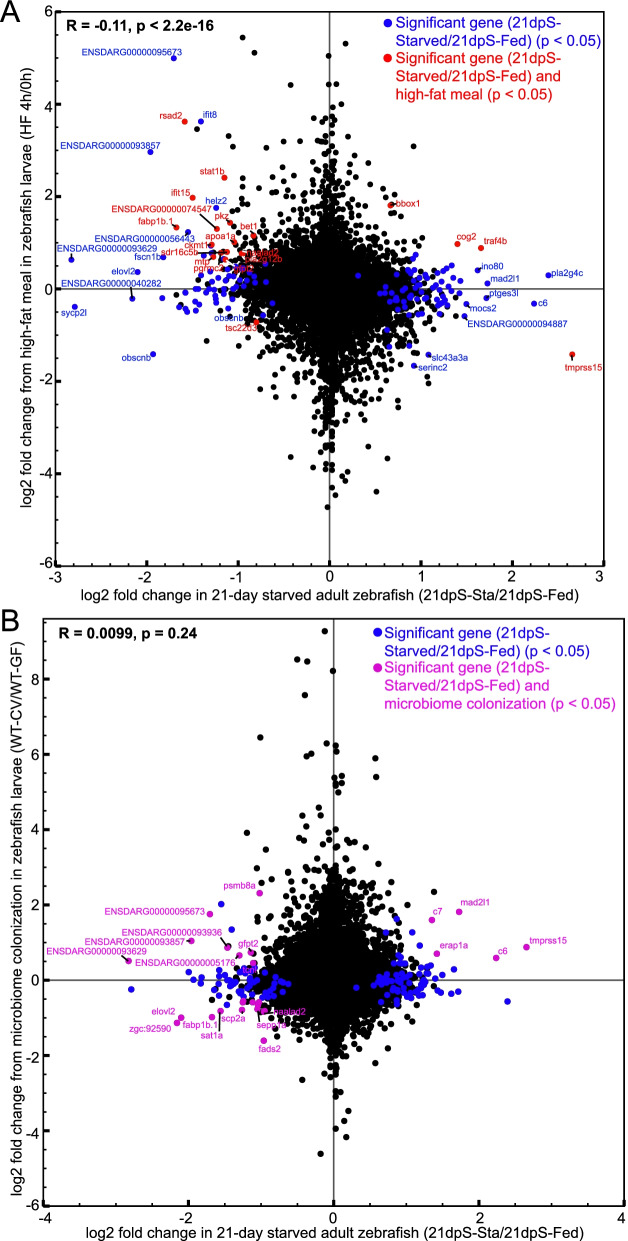
Some genes responsive to starvation in the intestine are also responsive to high fat feeding and microbial colonization. **A** Log2 fold changes for genes from 21dpS (X-axis) plotted according to their log2 fold changes in egg yolk-fed larval zebrafish compared to unfed controls (Y-axis), described in Zeituni et al [59]. Significantly differential genes only in starved zebrafish are plotted in blue, whereas genes significant in both datasets are plotted in red. Pearson’s correlation revealed a significant correlation between the two datasets (*p* < 0.05). **B** Log2 fold changes for genes from 21dpS (X-axis) plotted according to their log2 fold changes in zebrafish larvae colonized with a microbiome compared to germ-free controls (Y-axis), described in Davison et al [74]. Genes with significant log2 fold changes only in starved zebrafish are plotted in blue, whereas genes significant in both datasets are plotted in magenta. Pearson’s correlation did not reveal a significant correlation between the two datasets (*p* > 0.05)

While there was an overlap between genes in the above datasets that implicated them in the intestinal nutrient response, several genes that were significantly affected by starvation were not significantly affected by high fat feeding. These genes included the complement factor *c6*, the fatty acid elongase *elovl2,* and the phospholipase *pla2g4c*. These findings suggest that some classes of genes involved in lipid transport or inflammation may be differentially regulated by factors uniquely associated with starvation and not nutrient excess inherent to high fat feeding. 

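With each library at 21dpS left out in turn, the log2 fold change stayed between 2.47 and 3.07 for *c6* and between −3.17 and −2.56 for *elovl2*, and each was called in 8 of 8 fits. The identifier paired with the symbol *pla2g4c* had 0 to 1 reads per library at 21dpS and was not tested.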

Alternatively, these differences could be ascribed to transcriptional responses unique to zebrafish life stages (adult vs larvae) or organs (intestine vs complete digestive tract including intestine, liver, pancreas, and swim bladder), or to indirect effects of high fat egg yolk feeding that are unrelated to nutrition.

### A small subset of genes responsive to starvation are also responsive to microbial colonization

We and others have shown that intestinal gene expression is regulated in part by the presence and composition of the intestinal microbiome [55, 74–76]. Our 16S rRNA sequence data revealed that starvation induced marked and reversible alterations to gut microbiome composition including enrichment of *Vibrio* sp., members of which have been shown to be pro-inflammatory, and a decrease in similarity in microbiome composition between starved fish and their environmental samples [48]. Although these results suggest altered gut microbial ecology during starvation, our study design did not permit us to causally link our observed changes in intestinal transcriptome and microbiome. Therefore, in order to identify transcriptional responses to starvation that may also be sensitive to microbiome, we compared our RNA-seq data to a previous study investigating the effect of microbial colonization on larval zebrafish digestive tracts [74]. We found no correlation between the two datasets, implying that there may not be extensive overlaps between transcriptional responses to microbial colonization and starvation at these timepoints (Fig. 4B). This modest overlap may be due to transcriptional responses unique to zebrafish life stages (adult vs larvae) or organs (intestine vs complete digestive tract including intestine, liver, pancreas, and swim bladder). However, we did identify several overlapping genes that were significant in both datasets. Two complement factors, *c6* and *c7,* which were upregulated in colonized zebrafish, were also upregulated during starvation. In addition, two genes involved in the processing of major histocompatibility complex, *mad2l* and *erap1,* were also among the overlapping genes. 

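*fads2* kept a lower expression in starved fish at 21dpS in each fit that left out 1 library, with log2 fold changes between −1.28 and −0.91, and was called in 1 of 8 of them. For *scp2a* these lay between −1.75 and −1.28, with 4 of 8 called. The effects on *scp2a* at 21dpS and 3dpS differed by −1.09 on the log2 scale (standard error 0.42, adjusted p = 0.484, edgeR's interaction test).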

A small set of genes involved in lipid metabolism and intracellular cholesterol transport, such as *elovl2*, *fads2*, *fabp1b.1* and *scp2a* were significantly downregulated by both colonization and starvation. The enteropeptidase *tmprss15*, which was differentially expressed during both starvation and high fat feeding, was also significantly upregulated by microbiome colonization. Overall, this comparison identified candidate genes that respond to both starvation and microbiome colonization.

### Starvation-responsive genes may also be controlled by the transcription factor hepatocyte nuclear factor 4 alpha (HNF4A)

We next sought to identify transcription factors putatively linked to the regulation of the starvation response. Using HOMER [77], we queried the genomic regions near all genes identified as significantly upregulated or downregulated by starvation. We restricted our search to regions within the gene body plus the flanking 10 kb upstream and downstream that we previously identified as accessible chromatin in the zebrafish intestine [51]. This revealed vertebrate transcription factor motifs significantly enriched near starvation responsive genes at either 3dpS or 21dpS (Fig. 5A; Table S3C). PAX5 motifs were significantly enriched near downregulated genes, while FOXA1 motifs were significantly enriched near upregulated genes, both at 3dpS and 21dpS. Both PAX5 and FOXA1 have been implicated in intestinal development in mice [78, 79]. Further, HNF4A motifs were significantly enriched near downregulated genes at both 3dpS and 21dpS. We previously showed that the nuclear receptor HNF4A mediates host transcriptional responses to microbial colonization in zebrafish [74]. In addition, HNF4A in other animals is required for intestine-specific gene regulation and has conserved roles in glucose homeostasis, gluconeogenesis, and lipid metabolism, indicating that starvation-linked genes may be under the control of HNF4A [80–83]. This observation suggested that HNF4 transcription factors might facilitate both responses to starvation and changes to host microbiome.

**Fig. 5:**
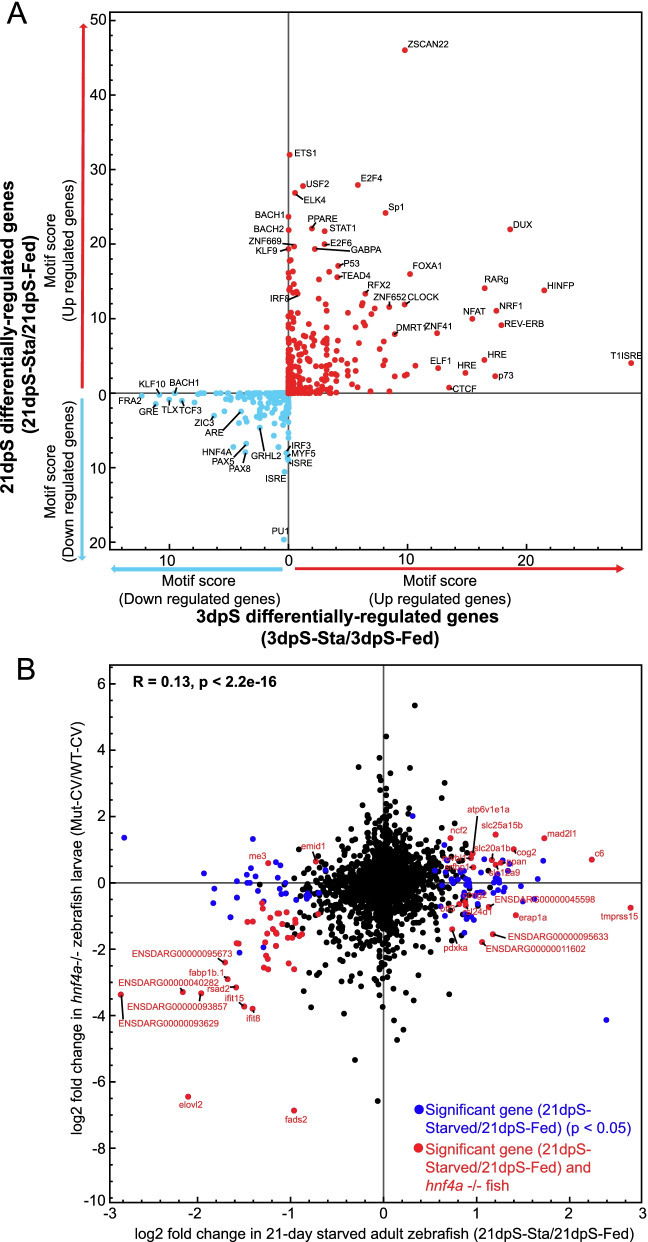
The transcription factor *hnf4a* may regulate a subset of genes involved in starvation. **A** Scatterplot for motif enrichment scores for genes that were significantly up- or down-regulated at 3dpS (X-axis) and 21dpS (Y-axis), according to HOMER analysis of transcription factor binding sites within 10 KB upstream or downstream of the genes’ transcription start sites at each time point, based on whether these sites were located within accessible chromatic regions. The motif score reflects the log10 *p*-value assigned by HOMER to each motif, comparing genes up- or down-regulated at the specified timepoint using as background the genes that were regulated in the opposite direction at the same timepoint. *HNF4A* is among the transcription factors whose binding sites are enriched at genes downregulated at both 3dpS and 21dpS. **B** Log2 fold changes for genes from 21dpS (X-axis) plotted according to their log2 fold changes in digestive tracts dissected from *hnf4a* mutant zebrafish larvae compared to wild-type controls (Mut-CV/WT-CV) (Y-axis), described in Davison et al [74]. Genes with genes with significant differential gene expression (21dpsSta/Fed) changes only in starved zebrafish are plotted in blue, whereas genes significant in both datasets are plotted in red. Pearson’s correlation revealed a significant correlation between the two datasets (*p* < 0.05)

Based on these previous findings, a comparison of our starvation dataset to an RNA-Seq dataset from *hnf4a* mutant zebrafish [74] demonstrated that genes putatively controlled by *hnf4a* were significantly downregulated in our dataset (Fig. 5B). GO Term analysis revealed that “lipid metabolic process”, “viral response”, and a variety of other metabolic functions were significantly enriched among these overlapping genes. Specifically, the genes *pla2g12b* and *elovl2,* and other genes involved in lipid metabolism that were downregulated significantly in starved fish, were all downregulated in *hnf4a*^*−/−*^ fish, implying that lipid metabolic responses to starvation might be positively regulated by Hnf4a. Similarly, several of the immune response genes differentially regulated in starved fish such as *ifit15, ifit8, c6,* and *erap1a* were also differentially regulated in *hnf4a −/−* fish, suggesting that the immune response to starvation may also be partly influenced by Hnf4a function.

## Discussion

Interaction between the microbiome and host metabolism is known to occur in diverse pathophysiological contexts including starvation and malnutrition. However, few previous studies have simultaneously explored changes in host gene expression and microbiome composition as a function of starvation [84]. We focused here on the intestine as the animal’s primary interface with the gut microbiome and dietary nutrients. Our RNA-Seq data suggests that cytoplasmic translation, ribosomal genes, and ribosomal synthesis genes are upregulated in the zebrafish intestine early in starvation, whereas DNA repair, and vitamin and cofactor metabolism genes become upregulated at 21dpS. Similarly, some pathways significantly downregulated at 21dpS were distinct from those downregulated at 3dpS, with 21dpS including genes involved in antiviral response, arginine and proline metabolism, and glycerophospholipid metabolism, among others. The distinct functions encoded at 3dpS and 21dpS suggest different stages of starvation, as previously described in zebrafish liver [52]. In sharp contrast to previous studies in other organs, only a handful of genes were differentially expressed after refeeding in the zebrafish intestine, suggesting that the adaptive physiology displayed by the intestine during prolonged starvation is rapidly reversible after refeeding. In starved and refed zebrafish livers, upregulated genes are enriched for functions such as the TCA cycle, proteasome assembly, oxidative phosphorylation, and DNA replication and repair [52]. Similar compensatory mechanisms have been observed to accompany refeeding in cattle livers, as well as in salmon and trout muscle [85–87]. These results suggest that the intestine may be particularly plastic in its adaptation to starvation and refeeding compared to other organs such as muscle and liver.

To explore gene regulatory mechanisms underlying the intestinal response to starvation, we provide evidence that *hnf4a* may regulate a substantial number of these starvation-associated changes, expanding the already large number of physiologic functions associated with this gene. Considering that *hnf4a* activity is suppressed by the microbiome in zebrafish and mice [74], *hnf4a* may link alterations in the host microbiome and transcriptome during starvation. Future studies could test the impact of starvation on Hnf4a occupancy using ChIP-Seq, or on chromatin accessibility or histone modifications in the intestinal epithelium to identify cis-regulatory regions involved in coordinating the starvation response. Our data also provide numerous candidate genes that can be used in future experiments to explore the specificity, regionality, and regulation of the starvation responses in the zebrafish intestine.

Although our RNA-Seq data suggests many commonalities between the starvation response in zebrafish and other vertebrates, it also highlights unique ways in which the zebrafish intestine may adapt to long-term starvation. For example, we observed an induction of complement proteins, ribosomal proteins, and a downregulation of the antiviral response during starvation. This is in contrast to rainbow trout liver where starvation was reported to reduce expression of ribosomal proteins [67]. Meanwhile, genes significantly downregulated at 21dpS included several involved in the antiviral response. These pathways have not been previously reported in other animals in the context of starvation and thus could represent adaptive mechanisms unique to the zebrafish.

Starved zebrafish exhibited significantly reduced growth that was not fully recovered during a 21-day refeeding timeline. This suggests that full somatic recovery from starvation may require more time, or that there are permanent somatic changes associated with starvation. In contrast, we find that the changes that starvation induces in the zebrafish intestinal transcriptome and microbiome are rapidly normalized after refeeding. Whereas starvation significantly affected the expression of over 200 unique genes in the intestine compared to fed controls, refeeding for just 3 days restored normal levels of expression for all but 9 genes (Fig. 3B-C, Fig. S2D). Similarly, intestinal microbial communities subjected to starvation displayed significantly increased diversity (Fig. 1D) and altered composition (Fig. 2A) compared to fed controls, yet those differences were largely normalized within 1 to 3 days of refeeding. By comparison, another animal that undergoes prolonged starvation, the hibernating ground squirrel, maintained baseline levels of intestinal microbiome diversity during early stages of winter hibernation, reduced diversity later in the winter, and then increased diversity upon refeeding in the spring [88]. That boost in diversity upon refeeding was attributed to new bacterial taxa associated with the introduced food. For this study, no samples of food-associated bacterial taxa were taken, so we cannot distinguish between these two possible explanations. Regardless, the distinct effects of starvation and refeeding on intestinal microbiome diversity in zebrafish and ground squirrels underscores the importance of studying the ecology and physiology of prolonged starvation and refeeding in diverse animal hosts.

Our results also provide insight into the specific bacterial lineages that are most sensitive to starvation and refeeding in the zebrafish intestine. We previously demonstrated that *Vibrio* and *Plesiomonas* genera are part of a core gut microbiome of zebrafish [89]. We speculate that the opposing changes in relative abundance of these two taxa likely reflect differing abilities to survive in the altered environment of the starved gut (Fig. 2B, C, E). *Vibrio* sp. are common members of the intestinal microbiome in zebrafish, and their relative abundance correlates positively with intestinal inflammation [41, 42, 48]. This suggests that starvation-induced alterations in the relative abundance of *Vibrio* sp. and other bacteria in the zebrafish intestine might be linked with alterations in intestinal gene expression. During starvation in chickens, intestinal mucus is known to increase in abundance and thickness, possibly creating a competitive advantage for mucin-degrading bacteria [90, 91]. *Vibrio* spp. can degrade intestinal mucus, which may be why there is an observed increase in *Vibrio* during starvation [92, 93]. Conversely, *Plesiomonas* may be less suited for survival during prolonged starvation periods within the gut. It remains unclear if these changes in relative abundance were accompanied by alterations in microbial community density, which could be explored in future studies. It is striking that these and other starvation-induced perturbations to gut microbiome composition, similar to host gene expression in the gut, were largely restored within 1 to 3 days after refeeding. This underscores remarkable plasticity in intestinal physiology and microbial ecology in response to starvation and refeeding.

## Methods

### Animal husbandry

Unless otherwise stated, all fish were maintained on a 14-h light cycle at 28 °C. All zebrafish used for these experiments were born on the same day from 1 (RNA-Seq) or 3 (16S rRNA gene amplicon sequencing and qRT-PCR assays) breeding pairs from a single sibship.

Animals used for RNA-Seq and 16S rRNA gene amplicon sequencing were generated at Duke University as follows. Fertilized embryos were transferred into Petri dishes containing egg water (6 g sea salt, 1.5 g calcium sulfate, 0.75 g sodium bicarbonate, 10–12 drops methylene blue, 10 L water) at a density of 50 embryos/dish incubated at 28.5 °C. At 1-day post-fertilization (dpf), embryos were transferred to 3 L tanks containing 500 mL water from a recirculating zebrafish aquaculture system (system water). Each tank contained 10 (16S rRNA gene sequencing) or 30 (RNA-Seq) embryos. Fish were then maintained under standard husbandry on a recirculating zebrafish aquaculture system until the start of the experiment at 60dpf. Zebrafish were then randomly transferred into four (RNA-Seq) or eight (16S rRNA gene sequencing) clean 10 L tanks at a density of 44 (RNA-Seq) or 67 (16S rRNA gene sequencing) fish per tank, with half the tanks receiving no food for the following 21 days (Fig. 1A). Following the 21 days of starvation, feedings for all tanks were allowed to occur as per standard husbandry: two feedings of live Artemia per day interspersed with two feedings of Gemma 300 (Skretting). Over the 21 days of starvation and 21 days of refeeding, all fish remained on the recirculating zebrafish aquaculture system and we observed no mortality in any condition or experiment.

Animals used for qRT-PCR validation were generated at the Carnegie Institution as follows. Fertilized embyros were transferred at 5dpf to 10 L tanks, with each tank containing approximately 70 larvae. Fish were fed a regimen of Gemma Micro (Skretting) with gradually increasing pellet sizes. For the first 2 weeks of feeding, larvae were fed exclusively Gemma Micro 75, and then transitioned to a diet of Gemma Micro 150 supplemented with live Artemia (www.artemia-international.com) for the subsequent 3 weeks, at which point fish were transitioned to anadult diet of Gemma Micro 300 with only occasional live brine supplementation. Adults raised in this manner were transferred to one of 12 experimental 3 L tanks that were balanced for density and gender ratio, and half of those tanks received no food for the following 21 days.

All fish to be sampled on a particular day were collected prior to the first daily feeding in the fish facility. Samples for 16S rRNA gene amplicon sequencing were collected at 0 days post-starvation (0dpS), 1 dpS, 3dpS, 7dpS, 21dpS, 1 day post-re-feed (dpR), 3dpR, 7dpR, and 21dpR (Fig. 1A) with six randomly selected fish at each time point per tank were euthanized by tricaine overdose (0.83 mg/ml tricaine). Fish were imaged on a dissecting scope to facilitate subsequent standard length (SL) and height at anterior of anal fin (HAA) measurements [94]. Intestinal tracts were then dissected from each fish and placed individually in lysis buffer (20 mM Tris-HCl (pH 8.0), 2 mM EDTA (pH 8.0), 1% Triton X-100, flash-frozen in a dry-ice/ethanol bath, and stored at − 80 °C until DNA extraction.

Samples for RNA-Seq were collected at 3dpS, 21dpS, and 3dpR. At each time point, three randomly selected fish per tank were euthanized by tricaine overdose (0.83 mg/ml tricaine). Fish were imaged on a dissecting scope to facilitate subsequent standard length (SL) [94]. Intestinal tracts were then dissected from each fish and placed individually in 2 mL cryovials filled with TRIzol reagent (Thermo Fisher, 15,596,026), flash-frozen in a dry ice-ethanol bath, and stored at − 80 °C until RNA extraction.

Samples for qRT-PCR were collected at 21dpS. Fish were euthanized by tricaine overdose, and their intestines were dissected and stored individually in 0.5 mL of RNAlater.

### 16S rRNA gene sequencing

Genomic DNA was extracted from individual zebrafish intestinal tracts using Qiagen DNeasy Blood and Tissue Kits (Qiagen, modified with bead-beating as previously described) [42]. Genomic DNA was subsequently used as template for PCR amplification of the v4 region of 16S rRNA gene and 150 bp/cycle paired-end sequencing was performed on an Illumina HiSeq 2000 Sequencing System (see Table S4 for primers) at the University of Oregon Genomics and Cell Characterization Core Facility.

### 16S rRNA gene sequence bioinformatic and statistical analysis

FASTQ files were demultiplexed and split by sample ID using QIIME (v1.9.1). Within RStudio version 3.4.1, the files were then quality filtered, trimmed, denoised, merged, checked for chimeras, and assigned taxonomy using DADA2. Taxonomic assignments were made using the Silva v132 database. Data analysis used the R packages vegan and phyloseq. LEFsE was accessed through the Huttenhower Galaxy website: https://huttenhower.sph.harvard.edu/galaxy/. The following packages were used for analyses and the creation of figures: ape, picante, vegan, ggtree, SEPP, plotyly, heatmaply, and pairwiseadonis [95–102].

### RNA extraction and sequencing

Frozen whole intestinal samples stored at − 80 °C were homogenized using Zirconium oxide beads (Biospec, 11,079,107) and a Vortex Genie2 (Scientific Industries, 1311-V) fitted with a Vortex Adapter (Scientific Industries, 13,000-V1–24) in three 45-s intervals. Samples were put on ice in-between homogenization to prevent overheating. Following homogenization, a phase separation was performed by adding 200ul of chloroform to each sample and mixing by vigorous inversion 15 times. Samples were then incubated at room temperature for 3 min and centrifuged at 12000rcf for 15 min at 4 °C. 500ul of the aqueous upper phase from each sample was then transferred to a new Eppendorf tube, to which 500uL 70% Ethanol in DEPC water was added and vortexed. Following phase separation, samples were DNase treated and total RNA was extracted via column purification using the PureLink DNase Set (Thermo Fisher, 12,185,010) and the PureLink RNA Mini kit (Thermo Fisher, 12,183,025) according to the manufacturer’s instructions. Final sample quality and concentration were assessed via spectrophotometry and samples were stored at -80 °C until submission to the Duke Sequencing and Genomic Technologies Core. RNA-seq libraries were prepared and sequenced by Duke Sequencing and Genomic Technologies Core on an Illumina HiSeq 2500 to generate 50 bp single-end reads (SR).

### RNA-seq bioinformatics

All raw zebrafish RNA-seq data was processed on the Galaxy server [103]. Raw fastq files were trimmed using Trim Galore [104]. Trimmed fastq files were then mapped to the zebrafish genome (GRCz10) using STAR using default settings to generate BAM files, which were converted to counts using HTSeq (v.0.9.1). BAM files were converted to bigWig files using the bamCompare tool (v2.5.0) with RPKM normalization before visualization on the UCSC Genome Browser [105–107].

TPM expression values were obtained for transcripts via Salmon [108]. Pairwise differential gene expression tests were carried out with DESeq2 using counts files generated by HTSeq [108, 109]. For comparisons between starved and fed fish, the default significance threshold of adjusted *p*-value 0.05 was used for each comparison. For comparisons across fed fish controls, the significance threshold was defined as the gene either having an absolute log_2_ fold change greater than 1.0 or a *p*-value less than 0.05 (See Figs. S1, S3, and Table S3B). Versions of the analysis that include the genes removed by this filtering step are available in Fig. S2.

Hierarchical clustering of log_2_ fold change values for genes was performed using Cluster 3.0, and heat maps were generated using Java Treeview [110, 111].

HOMER software (http://homer.ucsd.edu/homer/motif/) analysis was performed on significantly upregulated and downregulated genes at both 3dpS and 21dpS (3dpS starved/3dpS fed and 21dpS starved/21dpS fed, respectively), using regions within the gene body plus the flanking 10 kb upstream and downstream that we previously identified as accessible chromatin in the zebrafish intestine [51] using the findMotifs.pl command. A motif score was obtained by taking the -log_10_ values of the *p*-values assigned by HOMER. A motif was then deemed ‘enriched’ amongst either upregulated or downregulated genes at each timepoint (3dpS or 21dpS) based on whether it had a higher motif score among the upregulated or downregulated gene sets.

For comparisons with the larval zebrafish egg yolk feeding dataset, log_2_ fold changes in 21dpS fed fish relative to 21dpS starved were compared to log_2_ fold changes in larval zebrafish digestive tracts 4 h after egg yolk feeding (i.e. “HF 4h logFC”) obtained from Supplementary Table 1 in [59], the raw data for which is available at accession GSE87704. For comparisons with *hnf4a* mutant and microbially colonization datasets, data was obtained from Supplemental Table 2 in [74], using log_2_ fold changes comparing digestive tracts from *hnf4a* homozygous mutant and wild-type 6dpf zebrafish larvae raised under conventionalized ex-germ-free conditions (“MutCV/WTCV”) and from wild-type 6dpf zebrafish larvae reared under germ-free of ex-germ-free conventionalized conditions (“WTGF/WTCV”), respectively. Raw data from [74] is available at accession GSE90462.

### Quantitative RT-PCR assays

Dissected intestines from 16 starved and 15 fed 5–6-month-old fish were stored in RNAlater and shipped to the Rawls lab. Tissue was homogenized with bead beater tubes (Bertin Corp, P000912-LYSK0-A) and RNA was extracted with chloroform, precipitated with isopropanol, washed with ethanol, and treated with DNase (Invitrogen, AM1906). RNA concentration was assessed using Qubit RNA BR Assay Kit (ThermoFisher, Q10210). 800 ng of RNA were then reverse transcribed using the iScript cDNA Synthesis kit (Bio-Rad, 1708891). Quantitative real-time PCR was performed on QuantBio Studio6 (Applied Biosystems) using gene-specific primers for *pla2g12b* (F 5′-CAGTACCGCTGCAGATATGGT-3′, R 5′- ATTCGGTACCTGGAAGCCAAG-3′), *elovl2* (F 5′- ACAGTTTTCAGCTGTCCCGT-3′, R 5′- CATCCTCTCACGCGGGTATC-3′), *apoa4b.2* (F 5′-TTGTGGTCTTTGCACTTGCT-3′, R 5′- TCATCTTGACGGTTTCCTCTG-3′) and *ef1a* (F 5′- CTTCTCAGGCTGACTGTGC-3′, R 5′- CCGCTAGGATTACCCTCC-3′). 6 samples (3 male, 3 female) in each group were randomly chosen and analyzed in duplicate 25 μl reactions using 2X SYBR Green SuperMix (PerfeCTa, Hi Rox, Quanta Biosciences, 95055) and normalized to the expression of *ef1a* as a house-keeping gene. Expression profile and associated statistical parameters were determined using the ∆∆CT method and graphed in Prism (GraphPad).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

All quality filtering parameters for generating the sequence variants, ASV table and figures for the 16S rRNA analysis can be found at: https://github.com/alexmccumber/fishguts. The raw 16S rRNA gene amplicon FASTQ files can be accessed from the European Nucleotide Archive under project access number PRJEB31503. Raw and processed RNA-Seq data is available on NCBI GEO at the accession GSE140821.

# Supplementary material for: Starvation causes changes in the intestinal transcriptome and microbiome that are reversed upon refeeding
**Source:** BMC Genomics. 2022 Mar 22;23:225. doi: 10.1186/s12864-022-08447-2
**Supplement:** Supplementary file 5 — Additional file 5.

**Starvation causes changes in the intestinal transcriptome and microbiome that are reversed upon refeeding**

Jayanth Jawahar*^1^, Alexander W. McCumber*^2^, Colin R. Lickwar^1^, Caroline R. Amoroso^3^, Sol Gomez de la Torre Canny^1^, Sandi Wong^1^, Margaret Morash^1^, James H. Thierer^4,5^, Steven A. Farber^4,5^, Brendan J. M. Bohannan^6^, Karen Guillemin^7^, and John F. Rawls^1**^

* authors contributed equally

**Supplemental Figures 1, 2, 3, and 4**

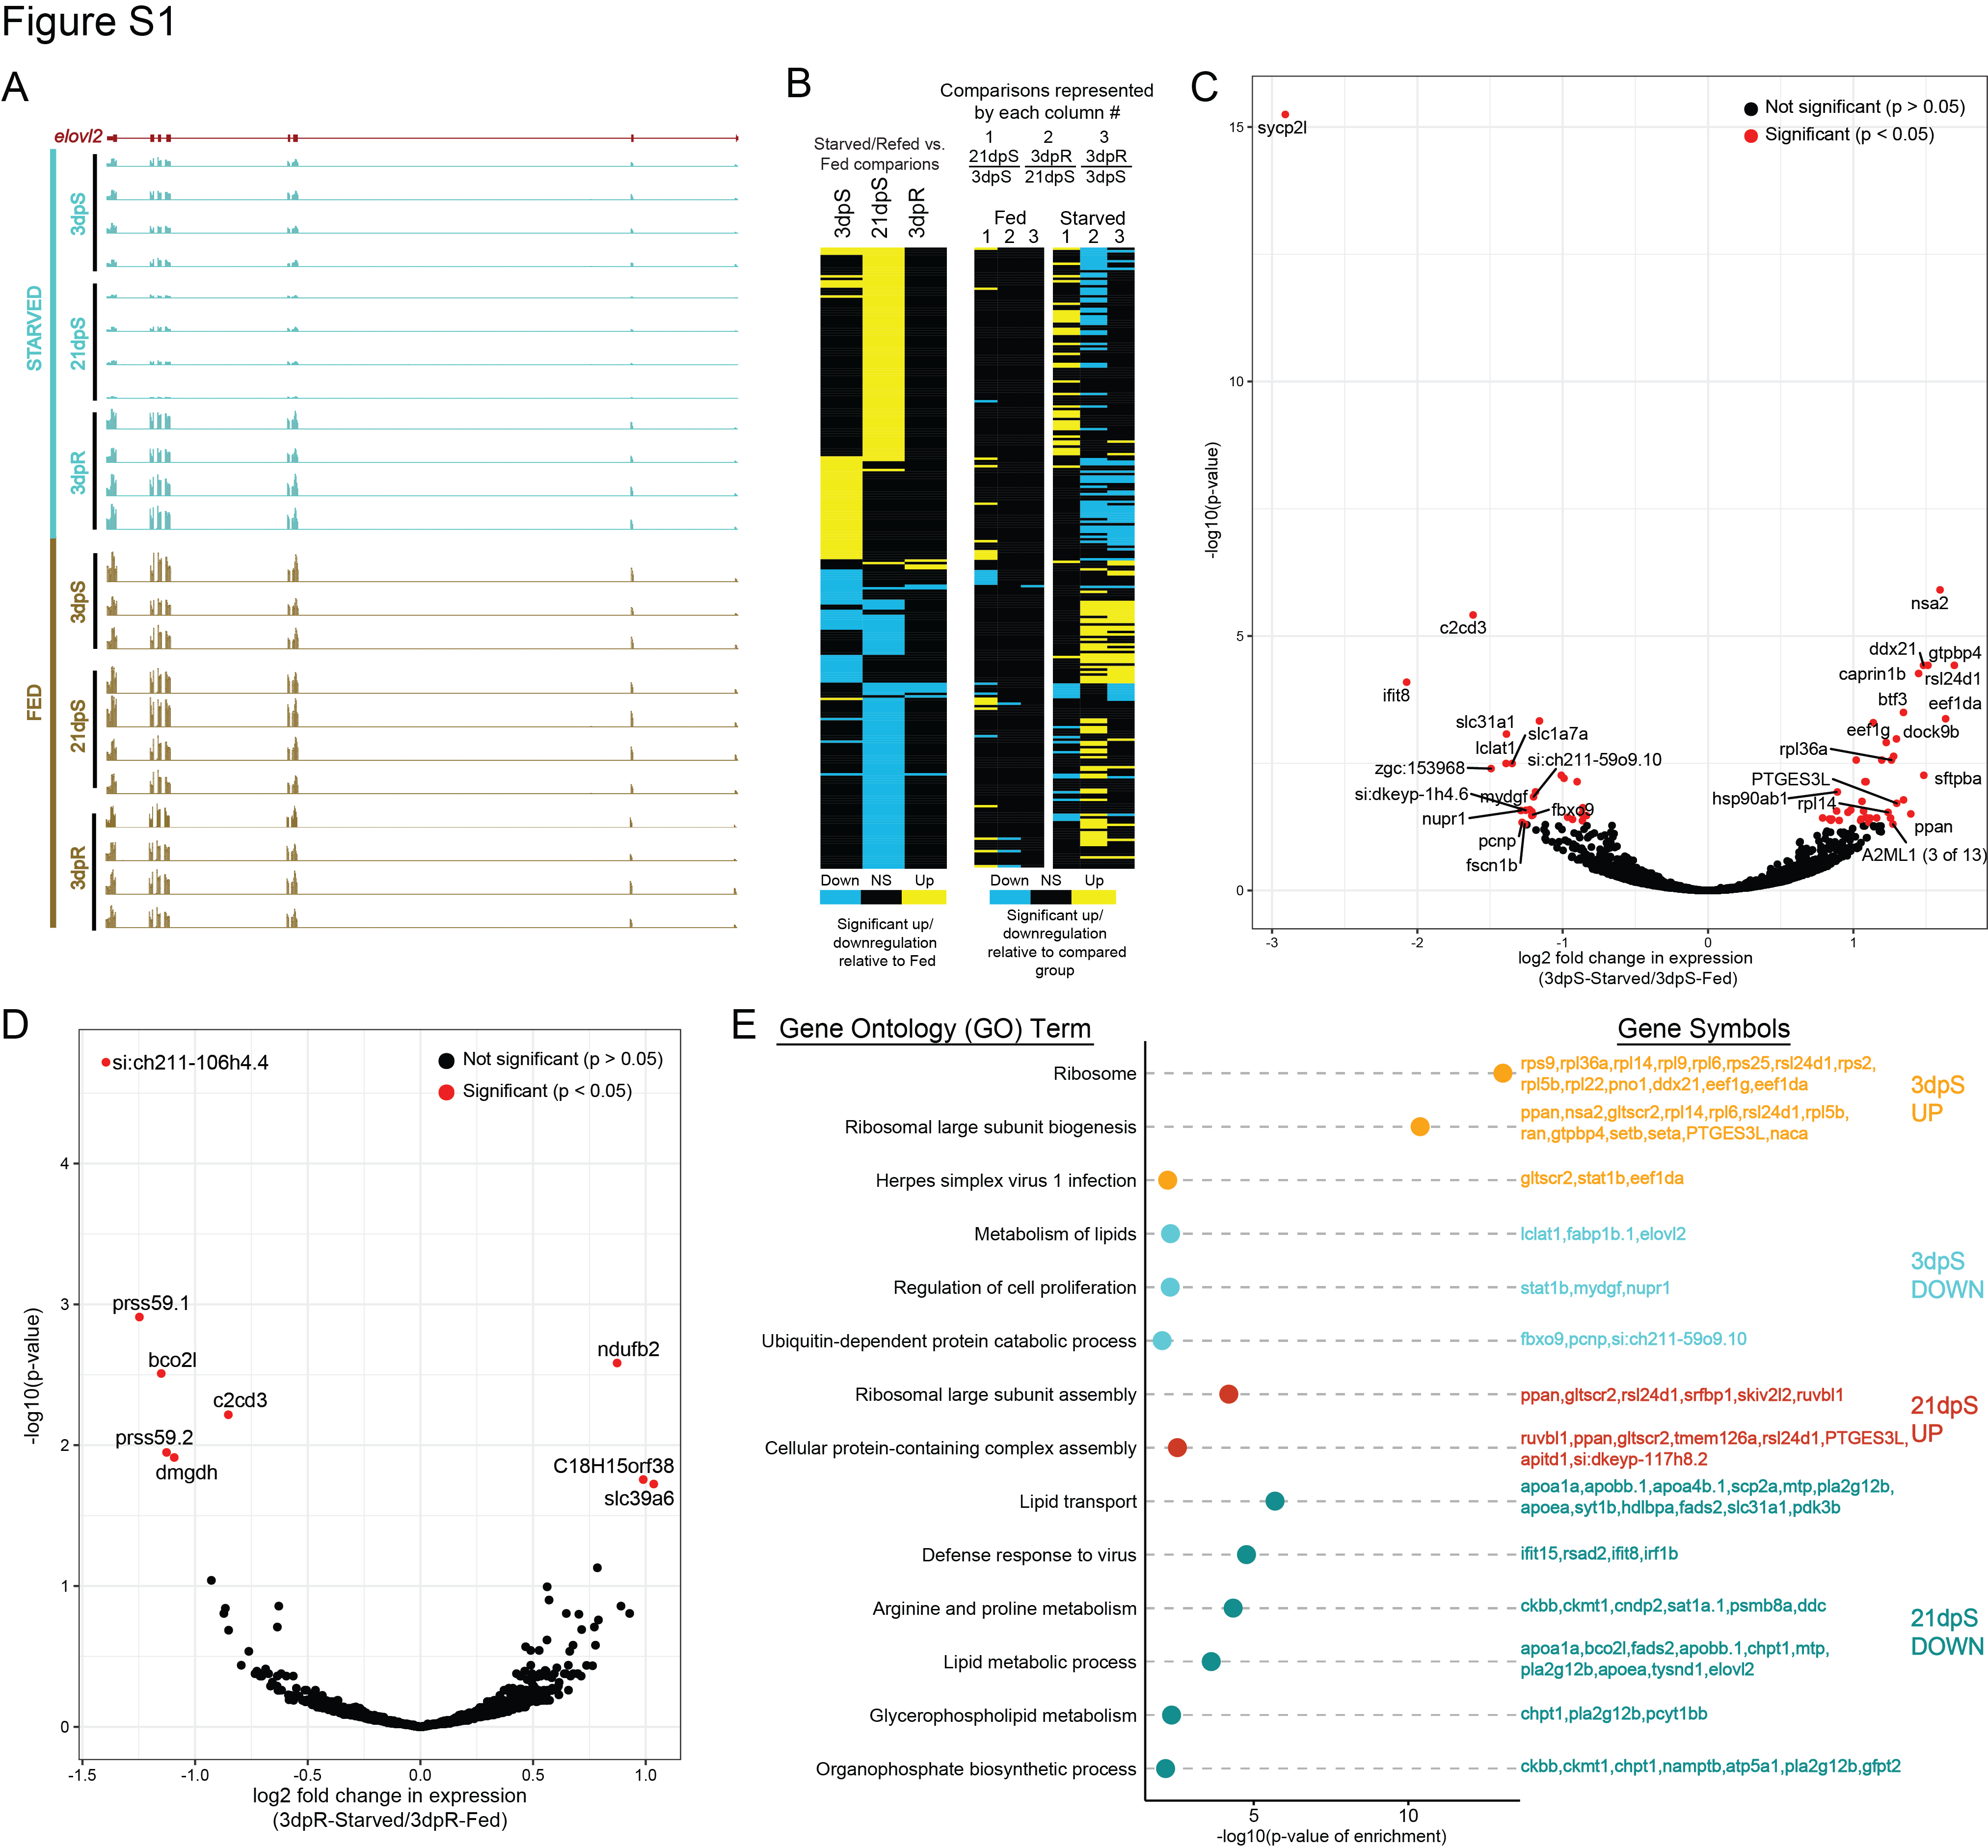

**Supplemental Figure 1: Starvation and refeeding in zebrafish cause alterations in intestinal gene expression.**

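In single libraries, *elovl2* was measured at 63.1 to 137.5 CPM in the fed controls and 27.0 to 43.7 CPM in the starved fish at 3dpS. At 3dpR it was measured at 32.6 to 69.9 CPM in the fed controls and 13.2 to 58.0 CPM in the refed fish. These values were computed from each library's total of reads counted on genes, without TMM normalization.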

(A) UCSC tracks of all RNA-Seq samples show that *elovl2* mRNA, encoding a fatty acid elongase, is upregulated in starved fish and returns to levels comparable to the fed group upon re-feeding across all replicates.

(B) Hierarchical clustering of flattened values of log_2_ fold changes in gene expression in starved fish, seen in Figure 3C, alongside log_2_ fold changes of the same genes when compared across the same treatment group. These analyses suggested that the expression of very few genes were different in the fed control group across the study. Genes determined to be significantly differentially expressed in one or more of the fed control comparisons were removed from further analyses (removed genes listed in Table S3B).

(C) Log_2_ fold changes in gene expression in starved fish at 3dpS when compared to fed fish plotted according to their adjusted log_10_ p-values. (D) Log_2_ fold changes in gene expression in starved fish at 3dpR when compared to fed fish plotted according to their adjusted log_10_ p-values. Very few genes were significantly differentially expressed at 3dpR, suggested that refeeding returns many starvation-associated genes to their fed levels.
(E) Metascape analyses of Gene Ontology (GO) terms enriched among genes that are significantly differentially expressed at each timepoint, sorted according to upregulation and downregulation.

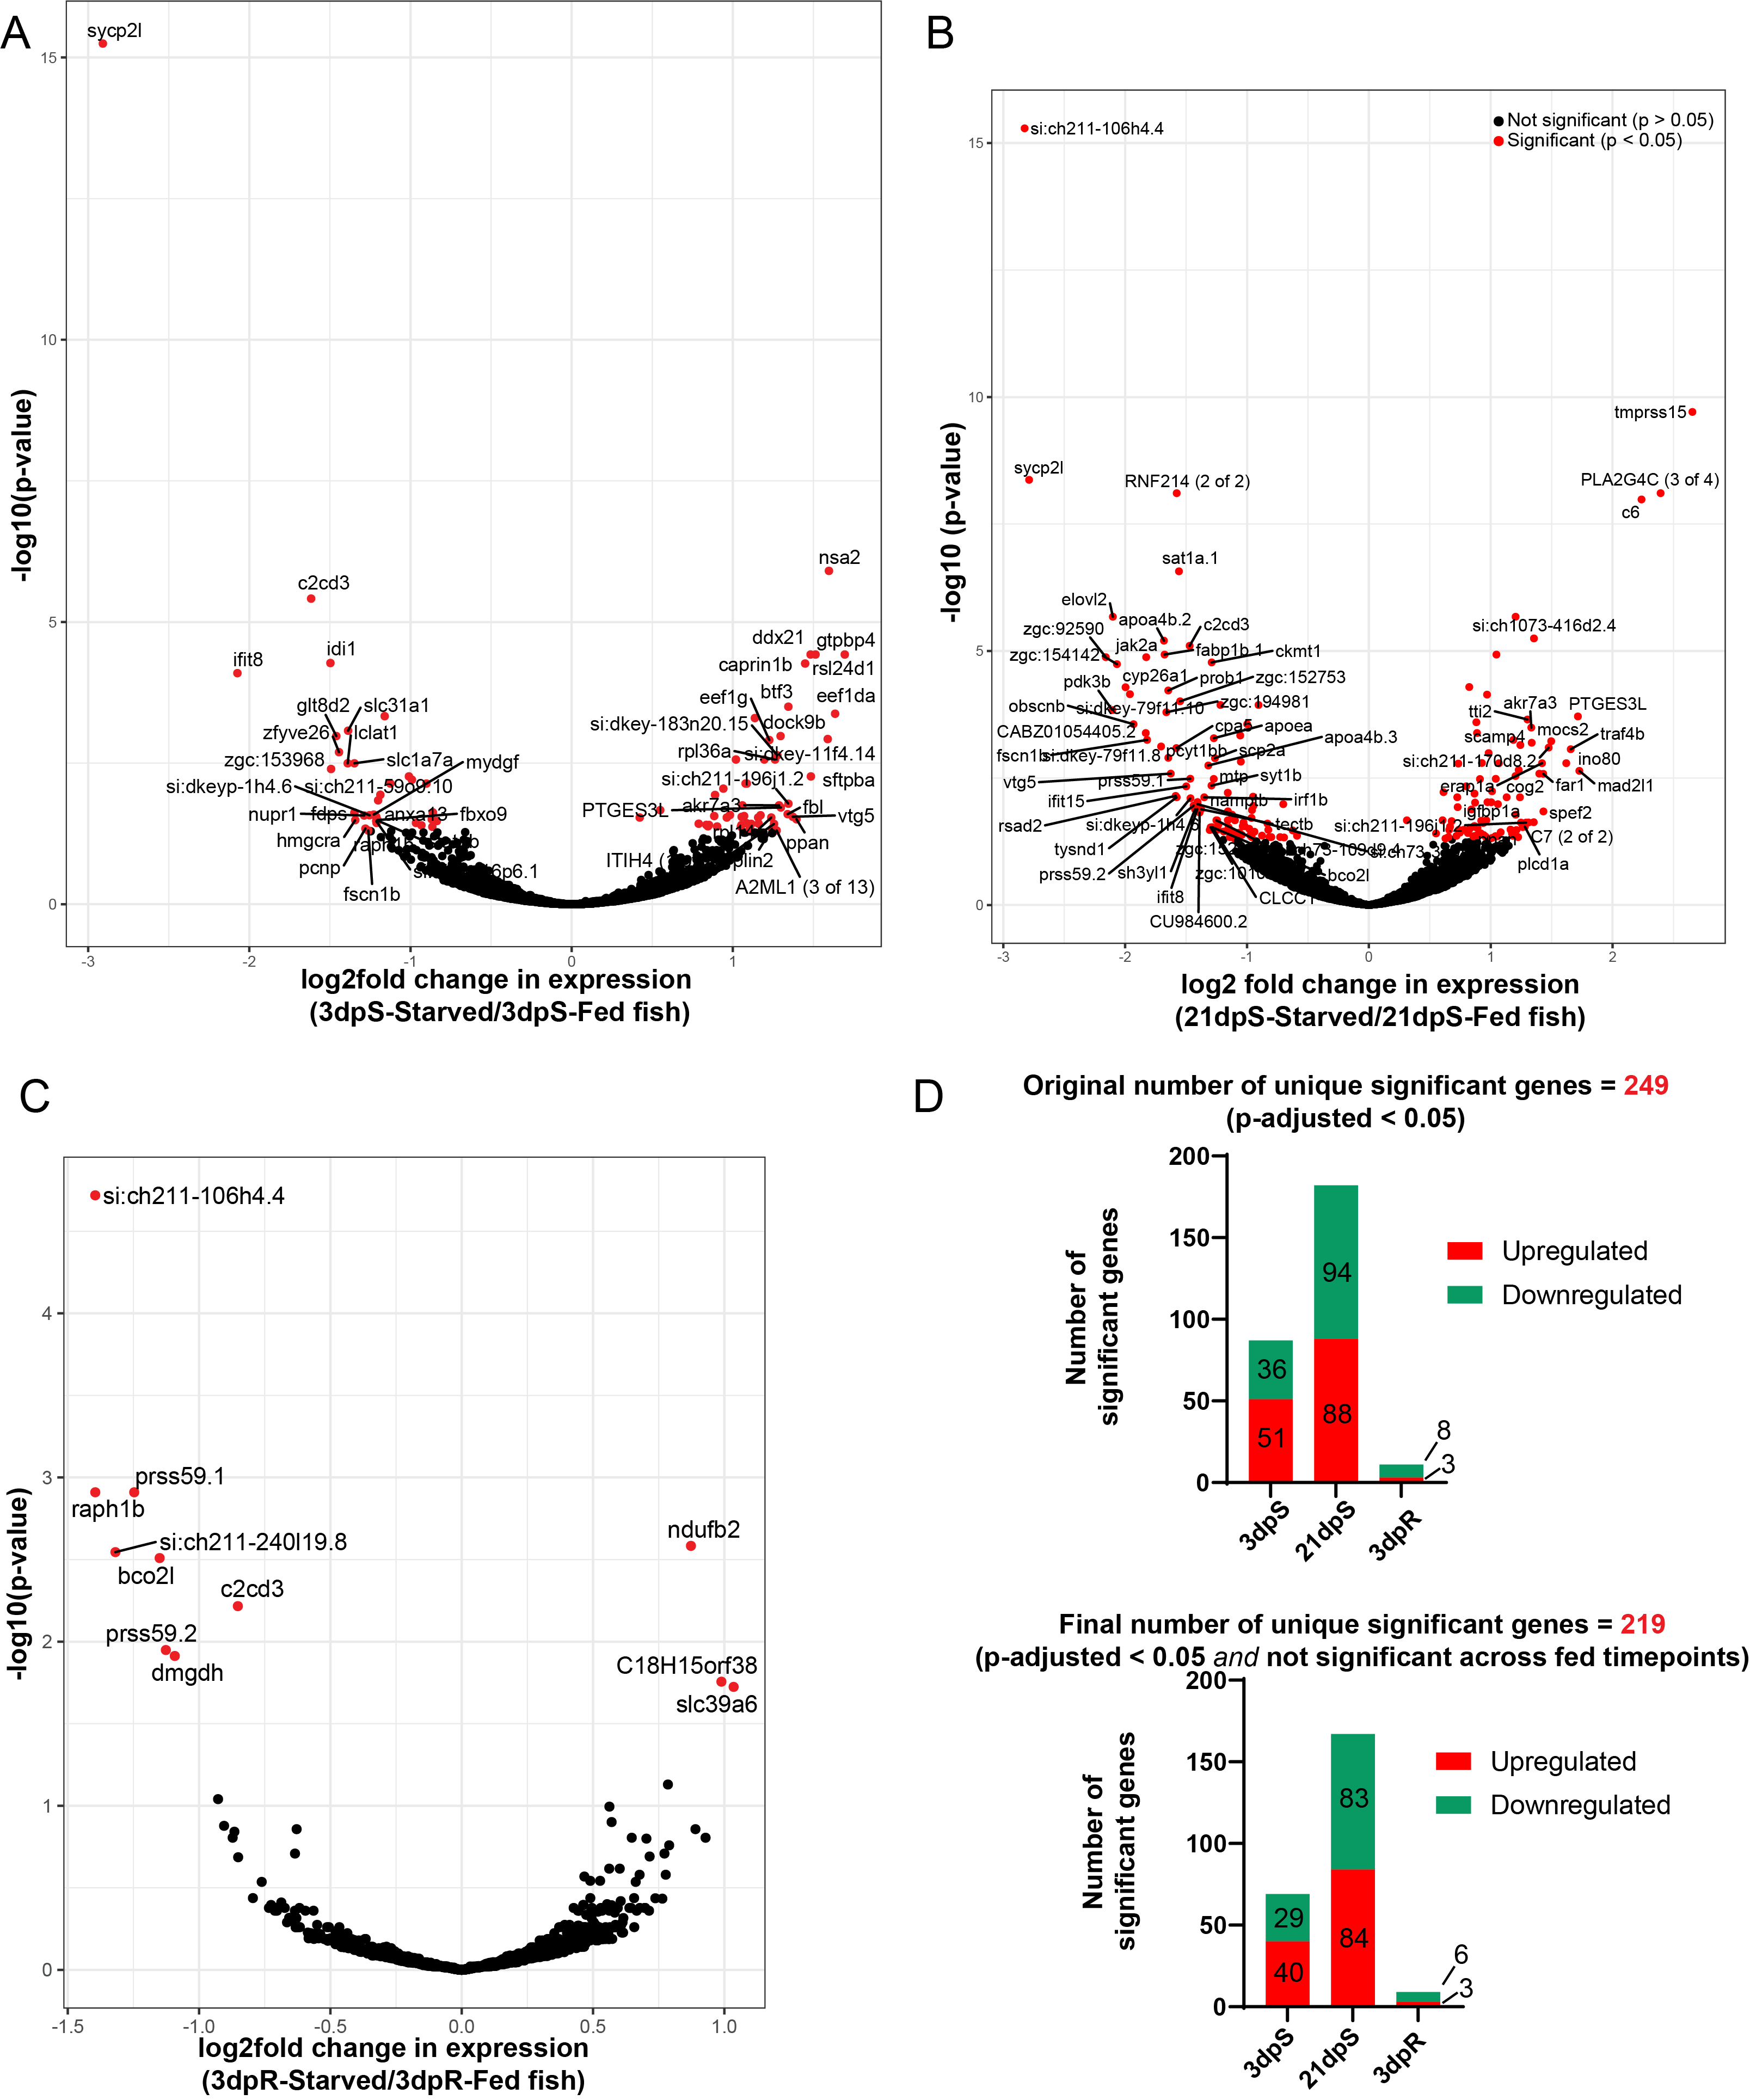

**Supplemental Figure 2: Significantly differential genes in starved vs. fed fish at three different timepoints, including genes that were significantly differential within fed fish.** As explained in Results, genes identified as significantly differentially expressed between any of the fed control timepoints were removed from analyses shown in Figures 3C, 4, 5, and S1. This supplemental Figure S2 is included to show results from the original gene list prior to their removal. Data shown in this supplemental Figure S2 includes all genes that were significantly differential in any of the starved vs. fed comparisons with an adjusted p-value less than 0.05, without removal of genes that showed significant changes in expression between fed timepoints.

(A) Log_2_ fold changes in gene expression in starved fish at 3dpS when compared to fed fish plotted according to their adjusted log_10_ p-values.

(C) Log_2_ fold changes in gene expression in starved fish at 21dpS when compared to fed fish plotted according to their adjusted log_10_ p-values.

(D) Log_2_ fold changes in gene expression in starved fish at 3dpR when compared to fed fish plotted according to their adjusted log_10_ p-values.

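After the 2 fed-control genes were removed, 21 genes were called at 3dpS, 89 at 21dpS and 1 at 3dpR.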

(E) Barplots showing the number of significantly differential genes between starved and fed fish at each timepoint with all genes having an adjusted p-value < 0.05 included (top), as well as the subset of genes that were not significantly differential within fed fish (bottom). 

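Taken over the time points, 107 called genes remained after this removal. With DESeq2 there were 265 and without a filter on low counts 327.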

The 219 gene set plotted on the bottom are those analyzed further in Figures 3C, 4, 5, and S1. Because some genes were significant in multiple timepoints, the total number of unique significant genes shown in red in each panel is smaller than the sum of significant genes across timepoints.

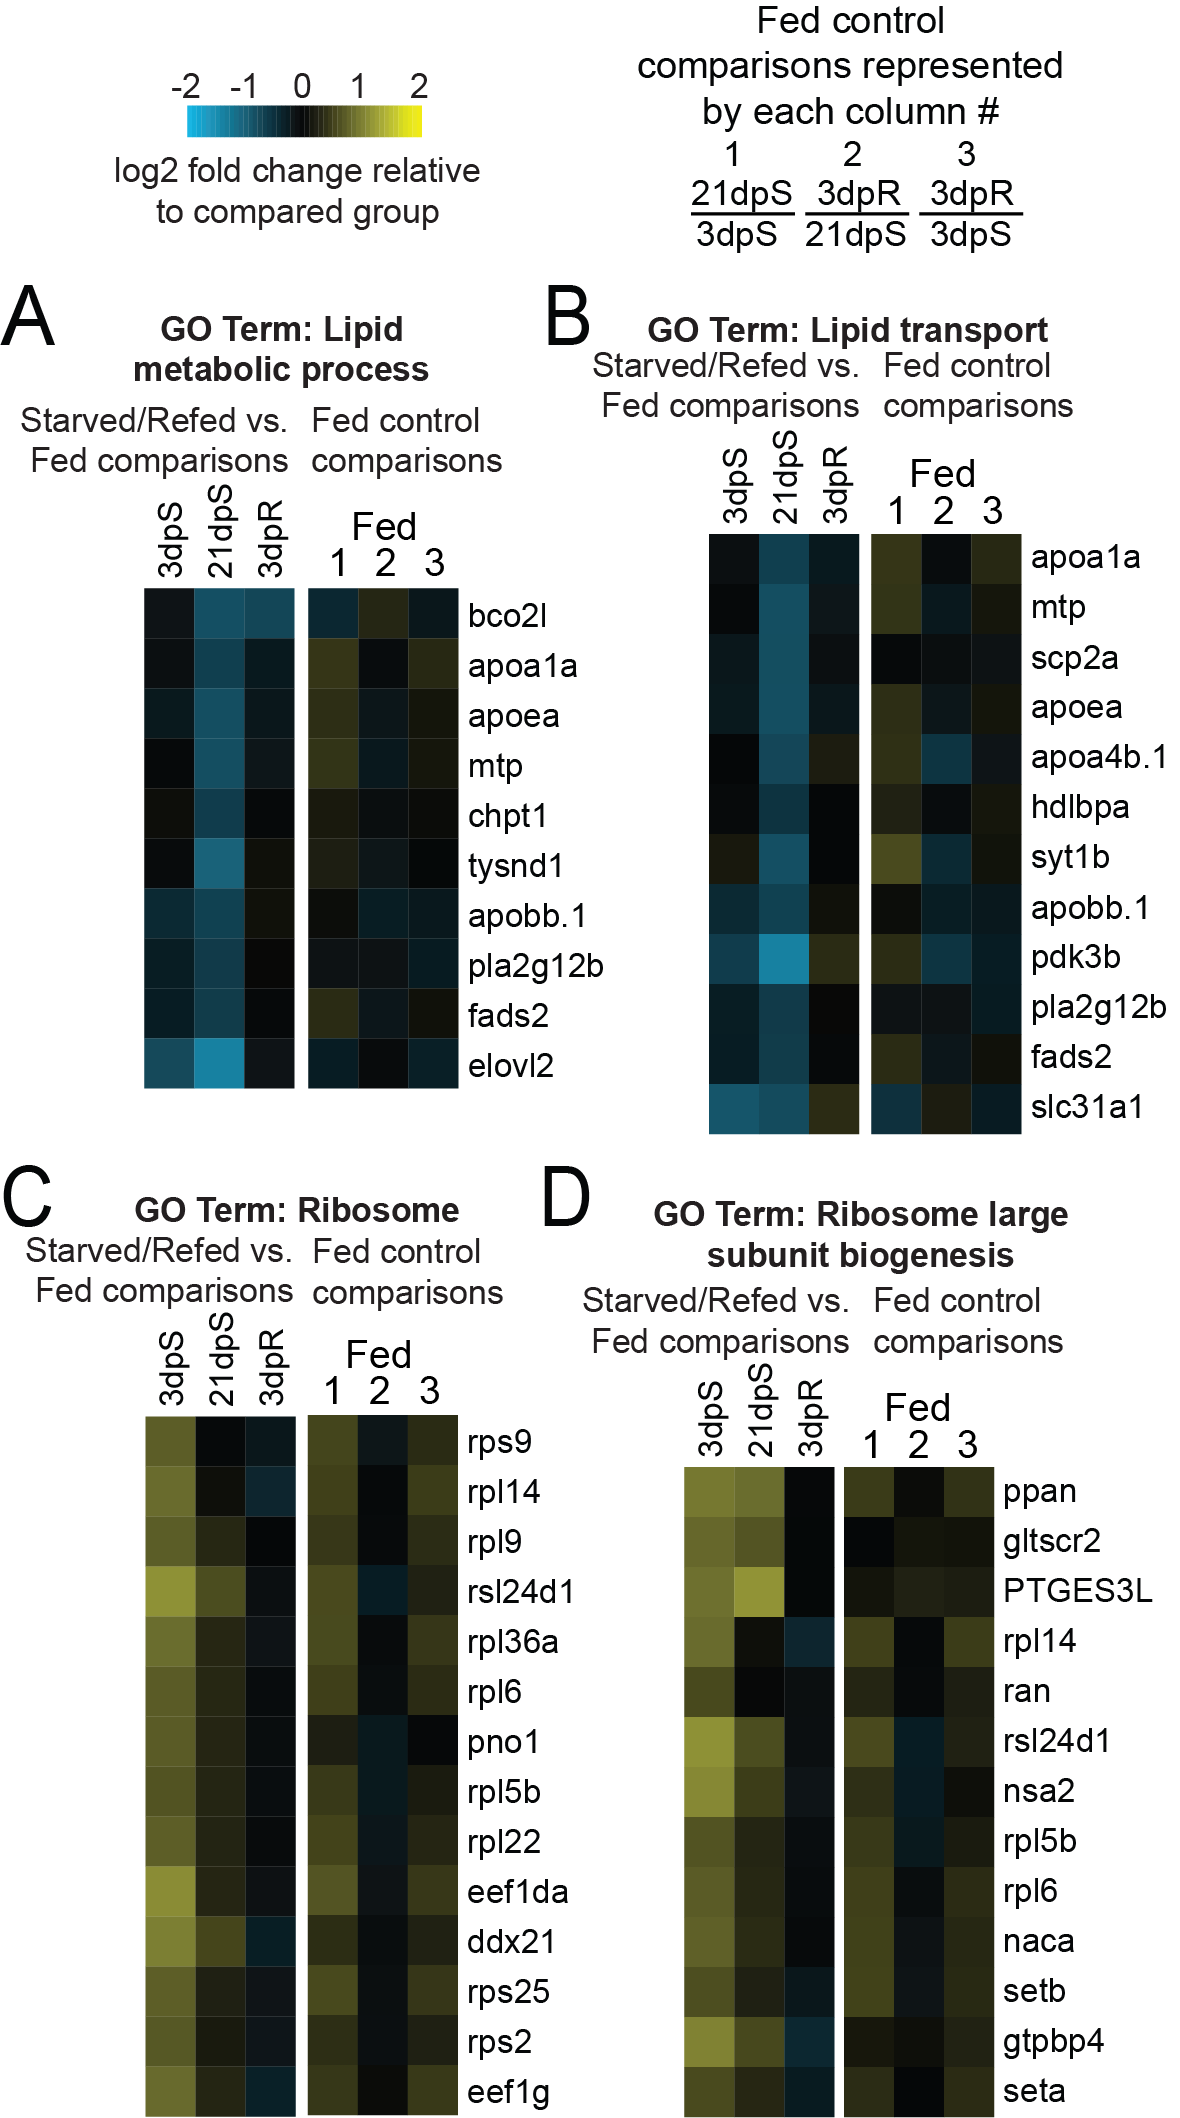

**Supplemental Figure 3: Differential gene expression observed in Starved/Refed vs. Fed comparisons and in Fed control comparisons.**

(A) Hierarchically clustered heatmap of (left) log_2_ fold changes (Starved/Refed vs. Fed control) fish shown for the genes under GO term “Lipid metabolic process”. On the right, a heatmap of the same genes is shown with their log_2_ fold changes within the fed control comparisons. None of the genes shown in panels A-D were significantly differential in fed control comparisons. Significance for the fed control comparisons is defined as either an absolute log_2_ fold change greater than 1.0 or a p-value less than 0.05.

(B) Hierarchically clustered heatmap of (left) log_2_ fold changes (Starved/Refed vs. Fed control) fish shown for the genes under GO term “Lipid transport”. 

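From 21dpS to 3dpR in the fed controls the log2 fold changes were −1.85 (standard error 0.59, adjusted p = 0.720) for *pdk3b*, −0.94 (standard error 0.36, adjusted p = 0.844) for *syt1b*, −1.15 (standard error 0.30, adjusted p = 0.606) for *apoa4b.1*, −0.43 (standard error 0.28, adjusted p = 0.881) for *fads2* and −0.19 (standard error 0.43, adjusted p = 0.956) for *apoa1a* by edgeR.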

Again, although none of the genes in the control comparisons shown here were significant, the log_2_ fold change in columns 1 and 2 suggests higher expression for some genes (e.g., *apoa1a, fads2, pdk2b, syt1b, apoa4b.1*) in 21dpS fed fish relative to the other two timepoints. For these few genes, lower log_2_ fold changes for these genes seen in 21dpS starved fish relative to 21dpS fed fish may be driven by higher expression in the 21dpS fed fish, and not necessarily related to their starvation treatment.

(C) Hierarchically clustered heatmap of (left) log_2_ fold changes (Starved/refed vs. Fed control) fish shown for the genes under GO term “Ribosome”.

(D) Hierarchically clustered heatmap of (left) log_2_ fold changes (Starved/refed vs. Fed control) fish shown for the genes under GO term “Ribosome large subunit biogenesis”.

**
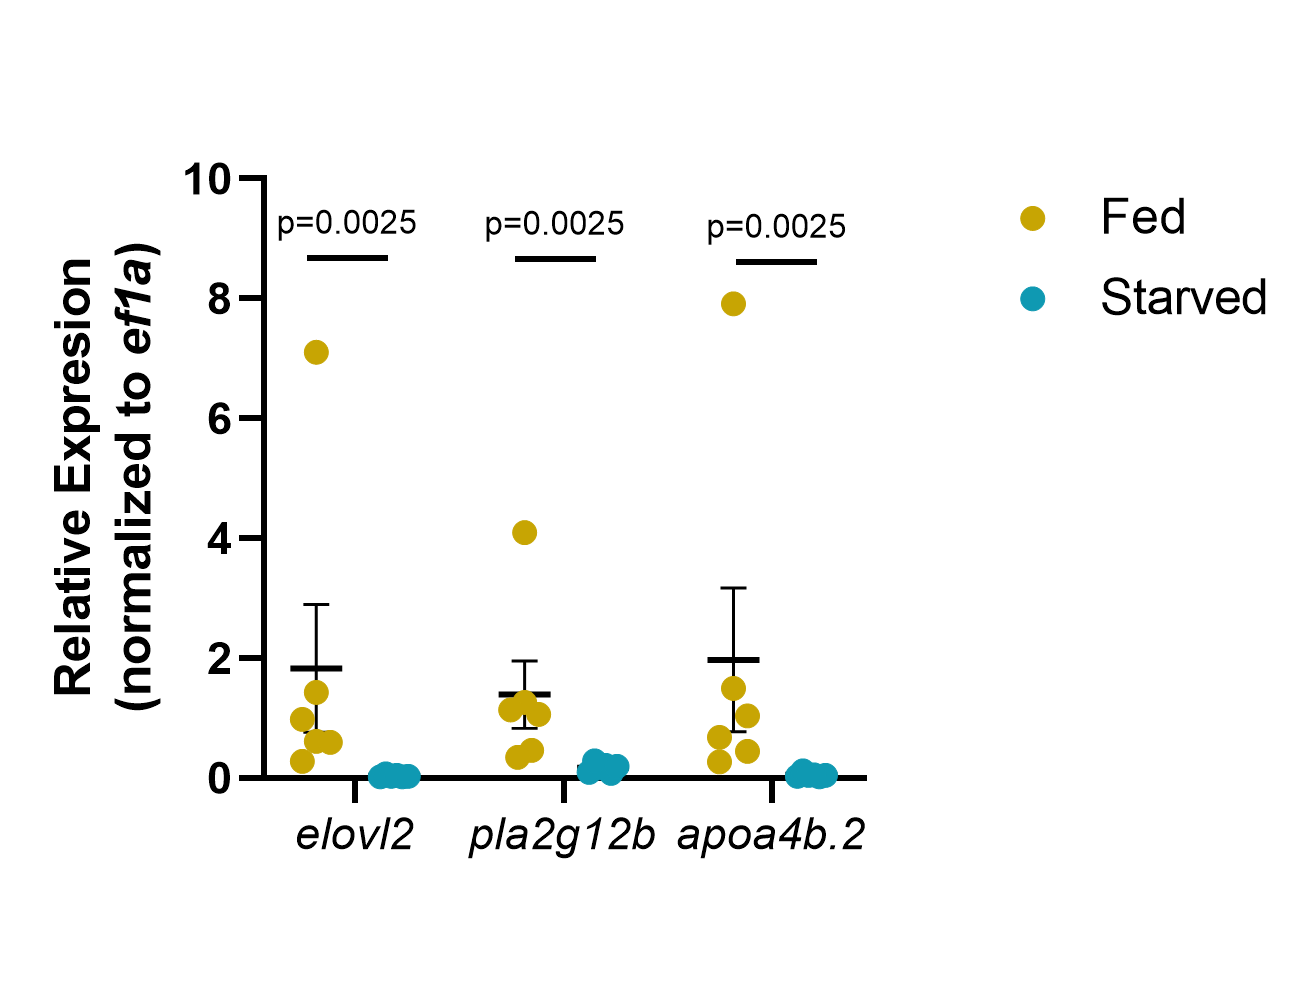
**

**Supplemental Figure 4: Quantitative RT-PCR validation assays confirm impact of starvation on lipid metabolism genes.** Intestines dissected from adult zebrafish starved for 21 days (Starved; n=6 animals) or fed normally (Fed; n=6 animals) were used to measure RNA levels of *elovl2*, *pla2g12b*, and *apoa4b.2* normalized to *ef1a*. Results are shown as mean with error bars representing standard error of the mean. P-values represent results of Mann-Whitney U test.

How the deposited data were processed for this re-analysis (not part of the article)

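RNA from the intestines of single adult zebrafish was sequenced in 23 libraries, from fed controls and starved fish at 3dpS and 21dpS and from fed controls and refed fish at 3dpR. For each library the authors deposited raw counts of reads per Ensembl gene: the single-end reads were trimmed with Trim Galore, aligned to GRCz10 with STAR at default settings on Galaxy and counted per gene with HTSeq, and the counts were not normalized. The strand option of the counting and the annotation release are not stated. Table S3A lists values per library under a heading that calls them the input of DESeq2, but they are not whole numbers and are not the counts used here. Whether they are the TPM values that the paper obtained with Salmon is not stated. They were used here only as a check on the counts, and the fold changes of the table were set beside those computed here.

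Libraries were assigned to a group by the time point, diet, tank and fish number of their names. The 3dpS fed controls comprised 3 libraries and every other group 4. The fed controls and the starved fish were held in separate tanks, with 2 tanks each, so an effect of diet and an effect of tank cannot be fully separated. Tanks 1 and 2 gave unequal numbers for the 3dpS fed controls (1 and 2 libraries) and the 21dpS starved fish (1 and 3). Between 500205 and 1236436 reads were counted on genes per library. By group, the median total was 681596 for the 3dpS fed controls and 679250.5 for the 3dpS starved fish, 554890.5 and 600357 at 21dpS, and 607471.5 and 528552 at 3dpR. A count of 3 was taken as the smallest detectable, and intervals and limits based on counts cover counting error only, not variation between fish.

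Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes were kept by filterByExpr with its defaults, libraries were scaled by TMM factors, and each comparison was fitted on the libraries of its own groups with a robust quasi-likelihood model (glmQLFit and glmQLFTest). All tests were two-sided except Fisher's exact test of overlap, which was one-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p-value under 0.05 were called. The comparisons were starved or refed fish against fed controls at each time point, fed controls between time points, the 2 fed tanks and the 2 starved tanks with time point as a covariate, and the difference between the effects at 2 time points, fitted on all 23 libraries. Fed-control genes were those called in any comparison between fed controls. For *elovl2* and *tmprss15* an exact permutation test of the mean log2 CPM was added. Log2 CPM values were computed with a prior count of 2.

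The share of variance between fish of different diets was computed as in PERMANOVA on the 500 most variable genes, with an exact test over all splits of the libraries. Gene sets were tested with limma's fry on the same data, two-sided, when at least 3 members were tested, and the p-values were adjusted over the independent and marker lists (8 in the comparisons with diet). Lists taken from the paper's figures were described without a test, since they were drawn from the same data. Genes named are those of the paper's text and of the labels of its figures used in its argument. To these were added, for each comparison of starved or refed fish with fed controls, the 5 genes with the smallest p-values among the called genes whose groups did not overlap. Other genes are named where a count is small, and are said to have been chosen after their values were seen. Symbols were matched through the gene name table and Table S3A, and 3 of the 49 symbols taken from the paper could not be matched to 1 identifier.

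The alternatives tried were DESeq2 (which the paper's methods name), DESeq2 with a normal prior on fold changes, RLE factors in edgeR, no filter on low counts, at least 10 counts in every library, omission of the 100 most abundant genes, tank number as a replicate block, all 23 libraries in 1 fit, a log2 fold change above 1 in size, and omission of each library in turn. Ranges over the alternatives do not include the fits with 1 library left out, which are given apart. Gene sets were also tested with limma's camera (inter-gene correlation of 0.01) and by exact permutation of the libraries. The comparisons, tests, filters, gene lists, naming rule and these alternatives were set before the data were examined. The normal prior was included because the fold changes listed in the paper's Table S3A, which was read beforehand, look shrunken. Chosen after the values were seen were the tests of gene sets between fed controls and between the effects at 2 time points, a definition of fed-control genes by unadjusted p-values or fold changes, the sums over marker lists as measures of single libraries, and the tests of technical explanations in the closing section (thinning of libraries, reads of neighbouring genes, mitochondrial genes, amount of pancreas, and the origin of the difference between tanks). The effect of every alternative is given in the closing section.

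The procedure was tested on simulated data in which 200 genes were changed 4-fold at the depth and spread of these libraries. In the 3 comparisons of starved or refed fish with fed controls 67.5% to 73% of the changed genes were called, with at most 5 unchanged genes, and over all comparisons 37% to 86.5% were called, with at most 9 unchanged genes and 0 in the wrong direction. Smaller changes are therefore often missed at these totals of counted reads, and genes not called are not shown to be unchanged. For libraries of the same tank number the residuals were correlated across genes with a mean r of −0.0158 in the comparisons with diet and 0.0419 in those between fed controls, where the 3 comparisons ranged from −0.081 to 0.188. Tank number was therefore used as a block only in an alternative. In the comparisons with diet this block joins a fed and a starved tank that share only a number. It therefore cannot test or remove a difference between fed and starved tanks.

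The 16S rRNA gene sequences, the quantitative RT-PCR, the enrichment of gene ontology terms and of motifs, and the comparisons with other published datasets were not analysed here.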

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

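In this part, the measures by which single libraries were compared, the thinning of libraries and the test of reads from a neighbouring gene were chosen only after the results were seen; tank number as a block and the omission of single libraries were set beforehand. In each group of 4 libraries, a library was singled out when its gap to the nearest other library, divided by the range of the group, exceeded the critical value of Dixon's test for 4 values. This happened for 6 of 40 groups and measures, where chance gives 2, so some of the following values are of the size that chance alone gives.

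Library Sta1Gut2 of the 3dpS starved fish had 1236436 reads counted on genes, against 664440 to 692839 in the other 3. When it was randomly thinned to 665662 reads, 22 genes were called at 3dpS, and all 21 genes called before thinning were among them. The size of this library is therefore not behind the calls at 3dpS. No biological explanation was tested, since depth has none in the design. In the 3dpR fed controls, library Fed2Gut3 had 515792 reads, against 601853 to 615079 in the other 3. After all libraries at 3dpR were thinned to the lowest total of 500205, no gene was called, against 1 before (215 genes had an unadjusted p-value under 0.05 before thinning).

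The summed vitellogenin genes reached 218.1 CPM in library Sta2Gut1 of the 21dpS starved fish, against 3.26 to 7.15 in the other 3, and 622.3 CPM in library Fed2Gut3 of the 3dpR fed controls, against 1.63 to 78.0. Over all 23 libraries the sum ranged from 0 to 678.1 CPM. At 3dpS it lay between 1.403 and 4.401 CPM in fed controls and between 4.507 and 261.2 in starved fish. At 21dpS these ranges were 26.9 to 678.1 and 3.258 to 218.1 CPM. *vtg5*, named after its values were seen, was called at 21dpS with a log2 fold change of −2.88. The sex of the fish is not given in the labels, so an unequal sex ratio between the compared groups is not excluded. Neither a technical nor a biological explanation was tested. Genes of the liver list together reached 945.6 CPM in library Sta2Gut1 of the 3dpR refed fish, against 119.2 to 250.0 in the other 3. Without the marker genes of pancreas, liver, egg, muscle and blood, the share of variance between refed and fed fish at 3dpR was 16.0%, against 17.0% with them, and no explanation for the single library was tested. *elovl2* was measured at 32.6 CPM in library Fed2Gut2 of the 3dpR fed controls, against 64.0 to 69.9 in the other 3, and no explanation was tested.

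The effect of diet differed between 3dpR and 21dpS for 2 genes by a test of the difference itself, *sat1a.1* with 1.87 and *sycp2l* with 4.13 on the log2 scale. Of 100 random regroupings within the time points, the real one included, 2 gave as many genes. After all libraries were thinned to 500205 reads, 5 genes had a different effect and both of these were among them, with adjusted p-values of at most 0.0485 (edgeR). Blocking on tank number gave adjusted p-values of at most 0.0132 (edgeR), over alternatives with no library left out that gave 5.87e-06 to 0.0165 for *sat1a.1* and 2.05e-10 to 0.0300 for *sycp2l*. That block joins fed and starved tanks that share only a number, so it does not exclude a tank effect. Since *sycp2l* lies beside *elovl2*, reads of the neighbour were weighed as a technical explanation. Within groups of 19 libraries the counts of *sycp2l* followed its own value in Table S3A more closely (r = 0.861) than that of *elovl2* (r = 0.579, permutation p = 0.0377). The mean value in Table S3A, however, was 0.771 for *sycp2l* and 125.5 for *elovl2*, whereas their mean counts were 40.9 and 30.4. Reads of *elovl2* are therefore not excluded. When each of the 23 libraries was left out in turn, the adjusted p-value rose above 0.05 in 10 fits for *sycp2l* (up to 0.116, edgeR) and in 3 for *sat1a.1* (up to 0.0827, edgeR). In those fits the differences were 3.64 to 4.44 for *sycp2l* and 1.71 to 1.77 for *sat1a.1*, so the differences kept their direction and most of their size. The same 2 fed and 2 starved tanks were sampled at 21dpS and 3dpR, so a lasting difference between fed and starved tanks would be present at both. It would cancel only with the same mix of tanks. Starved tanks 1 and 2 gave 1 and 3 libraries at 21dpS, and 2 and 2 at 3dpR. A lasting difference between the starved tanks could therefore enter the difference of effects. GC content, reads shared with paralogs and changes of a tank over time were not tested. An effect of diet that refeeding removes is left open beside reads of *elovl2* for *sycp2l* and the explanations that were not tested.

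Among the genes with the smallest p-values, 3 are neither named in the paper's text nor labelled in the figures from which genes were taken. These are *eef1da* at 3dpS, which is in the ribosome list of Fig. S1E, with a log2 fold change of 2.17, and, at 21dpS, ENSDARG00000100792 with −2.99 and ENSDARG00000080401 with 3.09. After thinning to the lowest total of the comparison, the highest of their adjusted p-values was 0.0118 (edgeR), and under blocking on tank number it was 0.0265 (edgeR). Since fed and starved tanks share only a number, the block does not exclude a tank effect. Of the 23 fits that each left out 1 library, 20 kept an adjusted p-value under 0.05. For *eef1da* these were 4 of 7, with adjusted p-values up to 0.109 (edgeR), and for the others 8 of 8 each. The alternatives with no library left out gave adjusted p-values of 0.000151 to 0.0265 for *eef1da*, 7.01e-07 to 0.00132 for ENSDARG00000100792 and 6.49e-10 to 0.00132 for ENSDARG00000080401 (edgeR and DESeq2). Reads shared with paralogs were not tested for these genes. The value of ENSDARG00000100792 in Table S3A changes in the same direction at 21dpS as its counts, which a neighbour changing the same way would also give. For the other 2 genes reads of neighbouring genes were not tested. A response to starvation cannot be told apart from the explanations that were not tested.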

How the results depend on the processing

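Of the tests in this part, the gene sets between fed controls and between the effects at 2 time points, and the definition of fed-control genes by the methods' wording, were chosen only after the results were seen. In every case the cause was not tested. For 32 results that answer a comparison (counts, shares of variance, and *elovl2* and *tmprss15*), the alternatives other than omission of a library gave 211 values. Of these 139 were within the limits set for no change, 6 passed the threshold where edgeR's adjusted p-value had not, 66 counts changed by more than 1.5 times, and none changed direction. The changes concerned 24 of the 32 results. The shares of variance stayed within 26.8% to 29.2% at 3dpS, 31.3% to 37.2% at 21dpS and 16.0% to 17.3% at 3dpR over the alternatives, and within 23.6% to 37.4%, 35.0% to 42.8% and 17.7% to 22.5% with 1 library left out.

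With DESeq2, 106 genes were called at 3dpS, 208 at 21dpS and 12 at 3dpR, and 92, 193 and 10 after removal of the fed-control genes. Between fed controls it called 55 (21dpS against 3dpS), 2 (3dpR against 21dpS) and 8 (3dpR against 3dpS), between the fed tanks 166 and between the starved tanks 3. The effect of diet differed for 1 gene between 21dpS and 3dpS and for 28 between 3dpR and 21dpS, and 28 genes were called at both 3dpS and 21dpS. For *elovl2* at 3dpS the log2 fold change was −1.47 (adjusted p = 0.0102, DESeq2). DESeq2 with a normal prior on fold changes gave 100, 208 and 10 genes, 87, 193 and 8 after removal, and 52, 2 and 8 between fed controls, and for *elovl2* at 3dpS −1.31 (adjusted p = 0.0111, DESeq2).

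Without a filter on low counts edgeR called 172, 227 and 21 genes, and 143, 207 and 18 after removal. Between fed controls the counts were 83, 22 and 15, between the fed tanks 220 and between the starved tanks 8. The effects differed for 13 and 27 genes. At 3dpS *elovl2* had −1.47 (adjusted p = 0.00486, edgeR) and *tmprss15* 1.54 (adjusted p = 0.0202, edgeR). With at least 10 counts in every library, 32 genes were called at 3dpS and 2 at 3dpR, the same numbers after removal, and 1 between the fed controls of 21dpS and 3dpS. *elovl2* at 3dpS then had −1.43 (adjusted p = 0.0484, edgeR).

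All 23 libraries in 1 fit gave 69 genes at 3dpS and 173 at 21dpS (68 and 171 after removal), 7 and 1 between the fed controls of 21dpS and 3dpS and of 3dpR and 21dpS, and −1.47 for *elovl2* at 3dpS (adjusted p = 0.0395, edgeR). Over the alternatives with no library left out the adjusted p-values at 3dpS ranged from 0.00486 to 0.0616 for *elovl2* and from 0.0202 to 0.467 for *tmprss15* (edgeR and DESeq2). With tank number as a replicate block, 17 genes were called between the fed controls of 21dpS and 3dpS and 1 between those of 3dpR and 21dpS. The effect differed between 3dpR and 21dpS for 4 genes, 7 genes were called at both 3dpS and 21dpS, and 1 gene set passed at 3dpS, 1 at 21dpS and 1 between the fed controls of 21dpS and 3dpS. A log2 fold change above 1 in size left 33 genes between the fed tanks, and an adjusted p-value under 0.1 gave 25 genes at both 3dpS and 21dpS. The methods' wording for fed-control genes left 9 genes at 3dpS and 47 at 21dpS. RLE factors and omission of the 100 most abundant genes changed none of the 28 results they were applied to beyond the limits, and under each scaling the median log2 fold change of all genes moved by less than 0.1.

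With limma's camera, the number of gene sets with an adjusted p-value under 0.05 rose to 5 at 21dpS and 3 at 3dpR, to 6, 4 and 4 between fed controls (21dpS against 3dpS, 3dpR against 21dpS and 3dpR against 3dpS), and to 5 and 4 between the effects at 21dpS and 3dpS and at 3dpR and 21dpS. Camera assumes an inter-gene correlation of 0.01. By exact permutation of the libraries 0 sets passed at 21dpS, where the 2 sets that pass by limma's fry both had the smallest p-value it can give (0.0286) and so could not pass after adjustment over 8 sets. This shows nothing about the sets. With 3 fish against 4 at 3dpS that test cannot fall under 0.05, so no value is given there. Settings under which a single gene was not tested, such as at least 10 counts for genes of low count, likewise give no value.

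The number of called genes depended on single fish. With 1 library left out, edgeR called 1 to 116 genes at 3dpS (highest without replicate Fed1Gut1), 35 to 137 at 21dpS and 0 to 6 at 3dpR, and 1 to 116, 35 to 134 and 0 to 6 after removal. Between fed controls the ranges were 0 to 6 (21dpS against 3dpS), 0 to 1 (3dpR against 21dpS) and 0 to 4 (3dpR against 3dpS). Genes with a different effect numbered 0 to 7 (21dpS against 3dpS) and 0 to 7 (3dpR against 21dpS), and gene sets 0 to 5 at 3dpS and 1 to 3 at 21dpS. *elovl2* at 3dpS stayed between −1.71 and −1.18 and was called in 1 of 7 fits (adjusted p = 0.0497 to 0.372, edgeR), and *tmprss15* at 3dpS was called in 0 of 7. Of the other genes named, *lclat1* at 3dpS was called in 1 of 7 fits, *slc31a1* in 2, *nsa2*, *gtpbp4*, *rsl24d1* and *idi1* in 3 each, *eef1da* and *ifit8* in 4 each and *sycp2l* in 7. In all, 137 of 213 such values were within the limits for no change, 75 counts moved and 1 value passed the threshold, in 14 of the 32 results.

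Among the results counted here, direction reversed in fits with a library left out, for 5 results whose effect was small. At 3dpS the mean over the apolipoprotein list ranged from −0.0756 to 0.21, *apoa1a* from −0.46 to 0.0345, *apoa4b.1* from −0.24 to 0.32 and *ruvbl1* from −0.11 to 0.21. Between the fed controls of 21dpS and 3dpS *pla2g12b* ranged from −0.46 to 0.0916. Outside these results, *prss59.1* at 3dpS also reversed, from −0.35 with all libraries to 1.70 without replicate Fed1Gut1 (adjusted p = 0.0339, edgeR). Exocrine pancreas genes summed to 6513 CPM in that library, against 758.5 and 1043 in the other 3dpS fed controls.

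For 110 other results (single genes and gene sets), 595 of 701 values under the other alternatives kept their direction and their side of the threshold, 88 passed it where they had not, 18 no longer passed it and 0 reversed, in 43 results. DESeq2 made 21 pass, its normal prior 21, no filter 16, all libraries in 1 fit 10 (and 5 no longer), camera 9, tank number as a replicate block 4 (and 9 no longer), at least 10 counts 4, RLE factors 2 (and 1 no longer), and omission of the 100 most abundant genes 1 (and 1 no longer). Exact permutation made 2 fail, both at the smallest p-value it can give. With 1 library left out 559 of 696 values were the same, 103 no longer passed, 22 now passed and 12 reversed, in 46 results.

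The number of reads counted on genes limits the results for genes of low count. How many reads were sequenced or aligned was not examined, so low totals need not mean shallow sequencing. At a median of 596487 counted reads per library, *rsad2* and *c7* did not pass edgeR's filter at 21dpS. Both were called there without the filter, with all 23 libraries in 1 fit and by DESeq2 with and without a normal prior, and *c7* also without replicate Sta2Gut2. For a single gene, a two-sided exact permutation test of the means of 3 fish and 4 cannot give a p-value under 0.0571.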

Differences from the paper's values

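No setting in this part was chosen after the result was seen except the methods' wording for fed-control genes, and no cause is named here. A setting near a limit is counted as within it or not by that limit alone. Unless a setting is named, values are those of edgeR.

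The paper reports 87 genes at 3dpS, where edgeR called 21. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were DESeq2 (106), all 23 libraries in 1 fit (69), DESeq2 with a normal prior (100) and without Fed1Gut1 (116). Outside it were a log2 fold change above 1 (21), RLE factors (20), no filter (172), at least 10 counts (32), omission of the 100 most abundant genes (19), tank number as a block (24) and 6 of 7 fits without 1 library (1 to 29). At 21dpS the paper's count is 182 and edgeR's 90. Settings within that limit were DESeq2 (208), no filter (227), tank number as a block (135), all 23 libraries in 1 fit (173), DESeq2 with a normal prior (208) and without Fed2Gut1 (137). Outside it were a log2 fold change above 1 (84), RLE factors (92), at least 10 counts (69), omission of the 100 most abundant genes (86) and 7 of 8 fits without 1 library (35 to 96). For refed fish the paper has 11 genes and edgeR 1. Within the limit were DESeq2 (12) and DESeq2 with a normal prior (10), and outside it a log2 fold change above 1 (1), RLE factors (1), no filter (21), at least 10 counts (2), omission of the 100 most abundant genes (1), tank number as a block (1), all 23 libraries in 1 fit (1) and 8 of 8 fits without 1 library (0 to 6).

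The paper counts 135 genes between fed controls, where edgeR called 2. Only 1 setting came within the limit, no filter (100). Outside it were DESeq2 (62), RLE factors (2), at least 10 counts (1), omission of the 100 most abundant genes (3), tank number as a block (17), all 23 libraries in 1 fit (7), DESeq2 with a normal prior (60) and the methods' wording (763). Of the fed-control genes the paper finds 30 among those called for diet, and edgeR had 1. Values near the paper's came from DESeq2 (26), no filter (44) and DESeq2 with a normal prior (24), and others from RLE factors (1), at least 10 counts (0), omission of the 100 most abundant genes (1), tank number as a block (5), all 23 libraries in 1 fit (3) and the methods' wording (52). The paper's number at 3dpS is 18, against 0. Near it were DESeq2 (14), DESeq2 with a normal prior (13) and the methods' wording (12), and away from it RLE factors (0), no filter (29), at least 10 counts (0), omission of the 100 most abundant genes (0), tank number as a block (1) and all 23 libraries in 1 fit (1). Its number at 21dpS is 15, against 1. Near it were DESeq2 (15), no filter (20) and DESeq2 with a normal prior (15), and away from it RLE factors (1), at least 10 counts (0), omission of the 100 most abundant genes (1), tank number as a block (4), all 23 libraries in 1 fit (2) and the methods' wording (43). Its number at 3dpR is 2, against 0. Near it were DESeq2 (2), no filter (3) and DESeq2 with a normal prior (2), and away from it RLE factors (0), at least 10 counts (0), omission of the 100 most abundant genes (0), tank number as a block (0), all 23 libraries in 1 fit (0) and the methods' wording (0).

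After removal the paper keeps 219 genes in all, and 107 were left here. Within 1.5 times its value were DESeq2 (265), no filter (327), tank number as a block (147), all 23 libraries in 1 fit (223) and DESeq2 with a normal prior (259). Further away were RLE factors (109), at least 10 counts (97), omission of the 100 most abundant genes (102) and the methods' wording (56). Of the genes at 3dpR the paper keeps 9, and 1 was left here. Within 1.5 times its value were DESeq2 (10), DESeq2 with a normal prior (8) and without Sta1Gut3 (6), and outside that limit a log2 fold change above 1 (1), RLE factors (1), no filter (18), at least 10 counts (2), omission of the 100 most abundant genes (1), tank number as a block (1), all 23 libraries in 1 fit (1), the methods' wording (1) and 7 of 8 fits without 1 library (0 to 4). The paper has 6 genes called at both 3dpR and 21dpS, and edgeR had 1. Within 1.5 times its value were DESeq2 (6), no filter (6) and DESeq2 with a normal prior (5), and outside that limit RLE factors (1), at least 10 counts (1), omission of the 100 most abundant genes (1), tank number as a block (1) and all 23 libraries in 1 fit (1).

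Fig. 3B, read by eye, has about 51 genes higher in starved fish at 3dpS, and edgeR called 10. Near the figure were DESeq2 (56), all 23 libraries in 1 fit (39), DESeq2 with a normal prior (54) and without Fed1Gut1 (65), and not near it a log2 fold change above 1 (10), RLE factors (9), no filter (90), at least 10 counts (20), omission of the 100 most abundant genes (9), tank number as a block (13) and 6 of 7 fits without 1 library (0 to 18). It has about 36 lower genes, against 11. Near the figure were DESeq2 (50), all 23 libraries in 1 fit (30), DESeq2 with a normal prior (46) and without Fed1Gut1 (51), and not near it a log2 fold change above 1 (11), RLE factors (11), no filter (82), at least 10 counts (12), omission of the 100 most abundant genes (10), tank number as a block (11) and 6 of 7 fits without 1 library (1 to 11). At 21dpS about 88 higher genes read by eye in Fig. 3B stand against 37. Here the settings near the figure were DESeq2 (105), no filter (97), tank number as a block (64), all 23 libraries in 1 fit (79), DESeq2 with a normal prior (104) and without Fed2Gut1 (60), and the others were a log2 fold change above 1 (31), RLE factors (40), at least 10 counts (31), omission of the 100 most abundant genes (38) and 7 of 8 fits without 1 library (17 to 43). The lower genes are about 94 in Fig. 3B, against 53. Here the settings near the figure were DESeq2 (103), no filter (130), tank number as a block (71), all 23 libraries in 1 fit (94), DESeq2 with a normal prior (104) and without Fed2Gut1 (77), and the others were a log2 fold change above 1 (53), RLE factors (52), at least 10 counts (38), omission of the 100 most abundant genes (48) and 7 of 8 fits without 1 library (18 to 53). For 3dpR the same figure, read by eye, has about 3 higher genes, against 0. Matching settings were DESeq2 (3), no filter (4) and DESeq2 with a normal prior (3), and the others were a log2 fold change above 1 (0), RLE factors (0), at least 10 counts (0), omission of the 100 most abundant genes (0), tank number as a block (0), all 23 libraries in 1 fit (0) and 8 of 8 fits without 1 library (0 to 0). Lower genes at 3dpR are about 8 in Fig. 3B, against 1. Matching settings were DESeq2 (9), DESeq2 with a normal prior (7) and without Sta1Gut3 (6), and the others were a log2 fold change above 1 (1), RLE factors (1), no filter (17), at least 10 counts (2), omission of the 100 most abundant genes (1), tank number as a block (1), all 23 libraries in 1 fit (1) and 7 of 8 fits without 1 library (0 to 4).

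Of 38 log2 fold changes set beside Table S3A, 8 differed by more than the larger of the SDs of log2 CPM among the replicates of the 2 groups, none had the other sign, and all 38 were larger in size than the paper's. All 38 are negative, so genes with higher expression in starved or refed fish are not covered. The paper gives a fold change of 6 for *tmprss15* at 21dpS, and edgeR gave 11.2. The difference closed with DESeq2 with a normal prior (8.27), but not with DESeq2 (11.9), RLE factors (11.3), no filter (11.7), omission of the 100 most abundant genes (11.3), tank number as a block (11.9), all 23 libraries in 1 fit (11.7) and 8 of 8 fits without 1 library (9.02 to 13.1). For *ifit8* at 3dpS the paper's Table S3A lists −2.07, and edgeR gave −3.76. Within the SD were DESeq2 with a normal prior (−2.67), and beyond it DESeq2 (−3.81), RLE factors (−3.77), no filter (−3.79), omission of the 100 most abundant genes (−3.77), tank number as a block (−3.69), all 23 libraries in 1 fit (−3.76) and 7 of 7 fits without 1 library (−4.77 to −3.41). In that table *pdk3b* at 21dpS is −2.10, against −3.78 here. Settings within it were DESeq2 with a normal prior (−2.70), and beyond it were DESeq2 (−3.87), RLE factors (−3.77), no filter (−3.76), omission of the 100 most abundant genes (−3.77), tank number as a block (−3.98), all 23 libraries in 1 fit (−3.74) and 8 of 8 fits without 1 library (−4.02 to −3.33). *prss59.2* at 3dpR is listed at −1.13 and was estimated at −1.64. The difference stayed within the SD with DESeq2 (−1.57), RLE factors (−1.60), no filter (−1.53), omission of the 100 most abundant genes (−1.60), all 23 libraries in 1 fit (−1.58), DESeq2 with a normal prior (−1.31), without Fed1Gut2 (−1.59), without Fed1Gut3 (−1.57), without Fed2Gut3 (−1.54), without Sta1Gut1 (−1.55) and without Sta2Gut1 (−1.52), and went beyond it with tank number as a block (−1.63) and 3 of 8 fits without 1 library (−1.83 to −1.65). For *si:ch211-106h4.4* at 21dpS the paper's Table S3A lists −2.82, and edgeR gave −3.48. Within the SD were DESeq2 (−3.44), RLE factors (−3.47), no filter (−3.44), omission of the 100 most abundant genes (−3.47), all 23 libraries in 1 fit (−3.43), DESeq2 with a normal prior (−3.10), without Fed1Gut3 (−3.33), without Fed2Gut3 (−3.36), without Sta1Gut2 (−3.23) and without Sta2Gut1 (−3.41), and beyond it tank number as a block (−3.56) and 4 of 8 fits without 1 library (−3.70 to −3.55). In that table *si:ch211-240l19.8* at 3dpR is −1.32, against −2.07 here. Settings within it were DESeq2 (−2.02), RLE factors (−2.04), no filter (−1.98), omission of the 100 most abundant genes (−2.04), all 23 libraries in 1 fit (−2.02), DESeq2 with a normal prior (−1.59), without Fed1Gut2 (−1.96), without Fed2Gut3 (−1.90) and without Sta1Gut1 (−1.82), and beyond it were tank number as a block (−2.09) and 5 of 8 fits without 1 library (−2.24 to −2.11). *sycp2l* at 21dpS is listed at −2.79 and was estimated at −4.46. The difference stayed within the SD with DESeq2 with a normal prior (−3.44), and went beyond it with DESeq2 (−4.48), RLE factors (−4.46), no filter (−4.44), omission of the 100 most abundant genes (−4.45), tank number as a block (−4.75), all 23 libraries in 1 fit (−4.42) and 8 of 8 fits without 1 library (−4.78 to −4.13). For *sycp2l* at 3dpS the paper's Table S3A lists −2.91, and edgeR gave −3.67. Within the SD were DESeq2 with a normal prior (−3.25), and beyond it DESeq2 (−3.70), RLE factors (−3.67), no filter (−3.68), omission of the 100 most abundant genes (−3.67), tank number as a block (−3.68), all 23 libraries in 1 fit (−3.68) and 7 of 7 fits without 1 library (−3.95 to −3.44). In that table ENSDARG00000100792 at 21dpS is −2.07, against −2.99 here. No setting closed the difference, which stayed with DESeq2 (−2.99), RLE factors (−2.98), no filter (−2.95), omission of the 100 most abundant genes (−2.97), tank number as a block (−3.06), all 23 libraries in 1 fit (−2.93), DESeq2 with a normal prior (−2.43) and 8 of 8 fits without 1 library (−3.14 to −2.82).

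Genes that the paper calls at 3dpS and edgeR did not are *elovl2*, *fabp1b.1*, *gltscr2*, *hsp90ab1*, *ptges3l*, *stat1b*, *fdps*, *si:ch211-106h4.4* and *c2cd3*. Of these, DESeq2 called all of them, DESeq2 with a normal prior called all of them, the fit with all 23 libraries in 1 fit called all but *fabp1b.1*, *ptges3l*, *si:ch211-106h4.4* and *stat1b*, the fit with at least 10 counts called *elovl2* and *gltscr2*, the fit with no filter called all but *c2cd3*, the fit without Fed1Gut1 called all but *c2cd3*, *fabp1b.1*, *fdps* and *si:ch211-106h4.4*, the fit without Fed2Gut3 called *c2cd3* and the fit without Sta1Gut2 called *gltscr2*.

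Genes that the paper calls at 21dpS and edgeR did not are *apoa1a*, *bbox1*, *bco2l*, *c7*, *fads2*, *gltscr2*, *ifit8*, *mad2l1*, *prss59.2*, *rsad2*, *rsl24d1*, *ruvbl1*, *srfbp1* and *stat1b*. Of these, DESeq2 called all of them, DESeq2 with a normal prior called all of them, the fit with RLE factors called *gltscr2*, the fit with all 23 libraries in 1 fit called all but *apoa1a*, *bbox1*, *bco2l*, *mad2l1*, *prss59.2* and *rsl24d1*, the fit with at least 10 counts called *fads2* and *gltscr2*, the fit with no filter called all but *bbox1*, *bco2l*, *gltscr2*, *rsl24d1*, *ruvbl1* and *srfbp1*, the fit with tank number as a block called *srfbp1* and *stat1b*, the fit without Fed1Gut1 called *mad2l1*, the fit without Fed1Gut3 called *mad2l1*, the fit without Fed2Gut1 called *fads2*, *ifit8*, *mad2l1*, *ruvbl1* and *stat1b*, the fit without Fed2Gut3 called *mad2l1* and *prss59.2*, the fit without Sta2Gut1 called *bco2l* and the fit without Sta2Gut2 called *c7*.

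Genes that the paper calls at 3dpR and edgeR did not are *bco2l*, *c2cd3*, *dmgdh*, *ndufb2*, *slc39a6*, *prss59.1*, *prss59.2* and *si:ch211-240l19.8*. Of these, DESeq2 called all of them, DESeq2 with a normal prior called all but *c2cd3*, the fit with at least 10 counts called *prss59.1*, the fit with no filter called all but *c2cd3*, the fit without Fed1Gut3 called *si:ch211-240l19.8*, the fit without Fed2Gut2 called *prss59.1*, *prss59.2* and *si:ch211-240l19.8* and the fit without Sta1Gut3 called *bco2l*, *prss59.1* and *prss59.2*.

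The paper's text has *prss59.1* and *prss59.2* increased in refed fish, whereas both were lower here, as they are in its Table S3A. The legend of Fig. S1A calls *elovl2* upregulated in starved fish, and it was lower in starved fish here at 3dpS and 21dpS. The paper states in 1 place that *fabp1b.1* changes at 3dpS but not at 21dpS and in another that it changes at both. With edgeR it was called at 21dpS and not at 3dpS. The gene that the paper ranks first among those higher at 21dpS, *tmprss15*, was second by p-value here, after ENSDARG00000080401. Genes the paper does not call were called under some settings. These are *lclat1* at 21dpS with all 23 libraries in 1 fit, no filter, tank number as a block and without Fed1Gut1, *tmprss15* and *pdk3b* at 3dpS with no filter, and *prss59.1* at 3dpS without Fed1Gut1, where its direction is reversed and it is higher in starved fish.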

Other observations

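The tests in this part were chosen only after the results were seen, except the counts over splits of the libraries and the fits under the alternatives.

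The comparison at 3dpS was set beside all 35 splits of its libraries into groups of 3 and 4. Only the real split gave 21 genes, the next gave 20, and the real split was also the only one with 2 gene sets and with 21 genes after removal of fed-control genes. Among the 8 splits that part as many pairs of libraries with the same tank and fish number, only the real one reached 21 genes, but 8 splits cannot give a share under 0.05. At 21dpS the real split was the only one of 35 with 90 genes (the next gave 1), with 2 gene sets and with as many genes after removal, and the only one of the 12 that part as many pairs of libraries with the same tank and fish number, which again cannot give a share under 0.05. DESeq2 gave as many genes in 1 of 35 splits at 3dpS and in 1 of 35 at 21dpS, with 40 in the next split at 3dpS and 36 at 21dpS. The overlap of 3 genes between 3dpS and 21dpS was reached in 1 of 100 regroupings, but no other split at 21dpS called more than 1 gene, so the others could not reach it and this adds nothing to the numbers of called genes.

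At 3dpR, 7 of 35 splits gave at least 1 gene, before and after removal of fed-control genes, and 3 of the 12 that part as many pairs of libraries with the same tank and fish number. The highest was 76 genes, in a split that mixes the diets but parts fed tank 1 and starved tank 2 from the other tanks. With DESeq2 4 of 35 splits gave at least 12 genes. A number of 1 called gene is thus not more than splits of these fish give. This compares numbers of genes and was not a test of *si:ch211-106h4.4* itself, which was also called at 21dpS in the same direction. For gene sets, 35 of 35 splits gave at least the 0 found, which holds for any result of 0 and shows nothing, here and in the following.

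Between the fed controls of 21dpS and 3dpS 2 of 35 splits gave as many genes (2 of the 12 that part as many pairs of libraries with the same tank and fish number), and 1 of 35 as many gene sets. For 3dpR against 21dpS all 35 splits (and all 12) gave at least the 0 genes found, the highest 61, and 4 of 35 as many gene sets. The split with 61 genes is the one that parts fed tank 1 from fed tank 2, and the next gave 5. For 3dpR against 3dpS all 35 (and all 12) gave at least as many genes, the highest 44, and all 35 as many gene sets. In the difference between the effects at 21dpS and 3dpS, 100 of 100 regroupings gave at least the 0 genes found (400 had an unadjusted p-value under 0.05) and 2 of 100 as many gene sets. For 3dpR against 21dpS, 2 of 100 gave as many genes and 2 of 100 as many gene sets.

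After thinning to the lowest total, 19 genes were called at 3dpS (17 of them before) and 96 at 21dpS (86 of them before), so library size is not behind most calls.

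Between the 2 fed tanks 50 genes were called, as many as in 1 of 100 regroupings (the next gave 48). Between the starved tanks 0 genes were called (237 had an unadjusted p-value under 0.05). All 100 of 100 regroupings gave at least 0, which shows nothing, and the highest gave 10. After thinning 54 genes were called between the fed tanks (46 of them before), and without the 100 most abundant genes 43. Across 4628 genes, which are not independent replicates, the tank differences at 21dpS and 3dpR were correlated with r = 0.396, but those of fed fish at 3dpS with r = 0.0726 with 21dpS and r = −0.101 with 3dpR. Fed and starved tanks of the same number had differences correlated with r = −0.0348 at 3dpS, r = 0.208 at 21dpS and r = −0.222 at 3dpR. Neither a lasting difference between the fed tanks nor a handling order shared with the starved tanks is settled by these values. None of these genes were called for diet at any time point. The fed and starved fish were in separate tanks, and differences of the size seen between fed tanks limit what can be assigned to diet.

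The lower counts of exocrine pancreas genes in refed fish could come from the amount of pancreas left on the dissected gut. Within the groups at 3dpR, pairs of 14 such genes were correlated with a mean r of 0.523 across libraries, and none of 10000 random sets of genes was as high (highest 0.292). Their mean log2 fold change was −0.95 without the 100 most abundant genes and −0.986 after thinning, against −0.98 in the comparison itself. These refits leave the mean of a set nearly the same in any case and do not exclude composition or library size. A change of pancreatic expression in refed fish cannot be told apart from the amount of tissue.

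The lower *cpa5* in starved fish at 21dpS is open to the same explanation. Within groups of all 23 libraries, *cpa5* was correlated with the mean of 18 other pancreas genes with r = 0.94 (permutation p = 0.00005, adjusted p = 0.0002 over 8 relations), rho = 0.942 (permutation p = 0.00001, the smallest possible, adjusted p = 0.00008) and r = 0.892 without the 2 farthest libraries. By time point r was 0.985 at 3dpS (n = 7, permutation p = 0.0274), 0.961 at 21dpS (n = 8, permutation p = 0.00503) and 0.885 at 3dpR (n = 8, permutation p = 0.0219). Without the 2 farthest libraries these were 0.986, 0.788 and 0.649. At 3dpS rho was 0.929 (permutation p = 0.0632).

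Counts of some genes may come from a neighbour on the other strand, which would follow if reads were counted on the strand opposite to that of the library. The most abundant mitochondrial protein gene was *MT-ND6*, with a mean count of 16493, and 12 of the 12 others had fewer (*MT-CO1*, 3914.7). Over 19 pairs of adjacent genes within 2000 bp, the counts of a gene followed the Table S3A value of its neighbour with a median r of 0.398 within groups, and 0 of 1000 random pairings were as high (highest 0.316). For 12 overlapping pairs the median was 0.348, reached by 2 of 1000. The columns of the table belong to the same libraries, since the own column was the closest for 19 of 19. Dividing by gene length gave a Spearman correlation of counts and table values of 0.754 across 847 genes, which are not independent replicates, against 0.715 before, which does not decide the matter.

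The 6 pairs were chosen by hand after the counts were seen, so their p-values are not those of a test fixed beforehand. Of these pairs 4 have both values in Table S3A. By Pearson r, 2 of these 4 followed the neighbour more closely than the gene itself. By Spearman rho only *alas2* did, since *pdk3b* had 0.66 with itself and 0.572 with its neighbour. The comparison is undecided. Permutation p-values over 19 libraries were adjusted over the family of 20 correlations. *bco2l* followed *ela3l* with r = 0.97 (permutation p = 0.00013, adjusted p = 0.000867), rho = 0.944 (permutation p = 0.00041, adjusted p = 0.00102) and r = 0.936 without the 2 farthest libraries, and its mean count was 4316 against 21.1 for *ela3l*. *rnf214* followed *apoa1a* with r = 0.90 (permutation p = 0.00032, adjusted p = 0.000914), rho = 0.90 (permutation p = 0.00031, adjusted p = 0.000914) and r = 0.857 without 2, with mean counts of 24250 and 104.8. *alas2* followed *ela2l* with r = 0.984 (permutation p = 0.00001, the smallest possible, adjusted p = 0.0001), rho = 0.977 (permutation p = 0.00001, adjusted p = 0.0001) and r = 0.964 without 2, and itself with r = 0.443 (permutation p = 0.163). *pdk3b* followed *pcyt1bb* with r = 0.675 (permutation p = 0.0115, adjusted p = 0.0177), rho = 0.572 (permutation p = 0.0295) and r = 0.54 without 2, and itself with r = 0.659 (permutation p = 0.0115). *syt1b* followed itself with r = 0.845 (permutation p = 0.00018, adjusted p = 0.00088) and not its neighbour (r = −0.216, permutation p = 0.382). *sycp2l* followed itself with r = 0.861 (permutation p = 0.00022, adjusted p = 0.00088).

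Of the 41 genes called at 21dpS that have a value in Table S3A, 39 change in the same direction there, and 4 of 4 at 3dpS. All of these are lower in starved fish. The other 2, named after their values were seen, are *traf4b* and *si:dkey-183n20.15*, with log2 fold changes of 2.27 and 1.38. They are the only higher genes covered. A neighbour that falls as well would give the same direction, so this check does not decide the matter for the calls. Of the called genes with a value, 7 at 21dpS and 1 at 3dpS have a mean value under 2 in Table S3A. Over 111 genes the median correlation with the own value was 0.749. Counting on the opposite strand is thus not settled, and how many genes it would reach is not known. The counts of *MT-ND6*, *rnf214*, *bco2l* and *alas2* go with it, whereas those of *syt1b* and *sycp2l* followed their own values. Without a recount of the reads with each strand option, a count cannot be taken as expression of the named gene alone.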
